# T cell–intrinsic prostaglandin E_2_-EP2/EP4 signaling is critical in pathogenic T_H_17 cell–driven inflammation

**DOI:** 10.1016/j.jaci.2018.05.036

**Published:** 2019-02

**Authors:** Jinju Lee, Tomohiro Aoki, Dean Thumkeo, Ratklao Siriwach, Chengcan Yao, Shuh Narumiya

**Keywords:** Psoriasis, pathogenic T_H_17 cells, IL-23 receptor, prostaglandin E_2_, prostaglandin E receptor EP2, prostaglandin E receptor EP4, signal transducer and activator of transcription 3, cAMP-responsive element binding protein 1, nuclear factor κ light chain enhancer of activated B cells, cAMP, Cyclic AMP, CREB, cAMP-responsive element binding protein, db-cAMP, Dibutyryl cAMP, Epac, Exchange factor directly activated by cyclic AMP, IL-12R, IL-12 receptor, IL-23R, IL-23 receptor, JAK, Janus kinase, KO, Knockout, mPGES, Membrane-associated PGE synthase, NF-κB, Nuclear factor κ light chain enhancer of activated B cells, PG, Prostaglandin, PKA, Protein kinase A, STAT, Signal transducer and activator of transcription, WT, Wild-type

## Abstract

**Background:**

IL-23 is the key cytokine for generation of pathogenic IL-17–producing helper T (T_H_17) cells, which contribute critically to autoimmune diseases. However, how IL-23 generates pathogenic T_H_17 cells remains to be elucidated.

**Objectives:**

We sought to examine the involvement, molecular mechanisms, and clinical implications of prostaglandin (PG) E_2_–EP2/EP4 signaling in induction of IL-23–driven pathogenic T_H_17 cells.

**Methods:**

The role of PGE_2_ in induction of pathogenic T_H_17 cells was investigated in mouse T_H_17 cells in culture *in vitro* and in an IL-23–induced psoriasis mouse model *in vivo*. Clinical relevance of the findings in mice was examined by using gene expression profiling of IL-23 and PGE_2_-EP2/EP4 signaling in psoriatic skin from patients.

**Results:**

IL-23 induces *Ptgs2*, encoding COX2 in T_H_17 cells, and produces PGE_2_, which acts back on the PGE receptors EP2 and EP4 in these cells and enhances IL-23–induced expression of an IL-23 receptor subunit gene, *Il23r*, by activating signal transducer and activator of transcription (STAT) 3, cAMP-responsive element binding protein 1, and nuclear factor κ light chain enhancer of activated B cells (NF-κB) through cyclic AMP–protein kinase A signaling. This PGE_2_ signaling also induces expression of various inflammation-related genes, which possibly function in T_H_17 cell–mediated pathology. Combined deletion of EP2 and EP4 selectively in T cells suppressed accumulation of IL-17A^+^ and IL-17A^+^IFN-γ^+^ pathogenic Th17 cells and abolished skin inflammation in an IL-23–induced psoriasis mouse model. Analysis of human psoriatic skin biopsy specimens shows positive correlation between PGE_2_ signaling and the IL-23/T_H_17 pathway.

**Conclusions:**

T cell–intrinsic EP2/EP4 signaling is critical in IL-23–driven generation of pathogenic T_H_17 cells and consequent pathogenesis in the skin.

CD4^+^ T cells differentiate into T_H_1, T_H_2, and T_H_17 cells in response to the specific cytokine milieu present in the microenvironment of inflammation and mediate immune inflammatory responses in respective settings.^1^, ^2^, ^3^, ^4^ Among these T_H_ subsets, T_H_17 cells mediate inflammatory responses in patients with many autoimmune diseases, including multiple sclerosis; inflammatory bowel diseases, such as Crohn disease; psoriasis; and rheumatoid arthritis. The importance of T_H_17 cells in these processes was suggested first in animal models of these diseases, including experimental autoimmune encephalomyelitis, and an IL-23– or imiquimod-induced psoriasis model,^5^, ^6^, ^7^, ^8^, ^9^ and was validated recently by clinical effectiveness of antibodies targeting IL-23 in patients with psoriasis.^10^, ^11^, ^12^, ^13^, ^14^

Differentiation of T_H_17 cells from naive CD4^+^ T cells is driven by the combined actions of IL-6 and TGF-β1.^15^, ^16^, ^17^, ^18^, ^19^ However, differentiated T_H_17 cells have little capacity to induce autoimmune and inflammatory pathology.^20^ It should be noted that these T_H_17 cells exhibit plasticity and could transdifferentiate into other effector T-cell types or even regulatory T cells under certain contexts, such as inflammation or autoimmune disease.^21^, ^22^, ^23^

Accumulating evidence suggests that T cell–intrinsic IL-23 signaling not only increases IL-17 production of T_H_17 cells but also plays a crucial role in inducing and stabilizing their pathogenicity.^20^, ^24^, ^25^, ^26^, ^27^ It is known that IL-23 acts on IL-23 receptor (IL-23R) complex composed of IL-23R and IL-12 receptor (IL-12R) β1, activates signal transducer and activator of transcription (STAT) 3, and induces expression of *Il23r*, thus forming the self-amplification loop. The pathophysiologic importance of this IL-23–IL-23R signaling has been indicated by several genomic studies that showed a positive correlation between single nucleotide polymorphisms of genes involved in this pathway, such as *IL23R*, *IL12B (p40)*, Janus kinase 2 *(JAK2)*, and *STAT3*, and a wide range of IL-17–dependent autoimmune diseases.^28^, ^29^, ^30^

Although it was shown that IL-23 signaling induces expression of T_H_17 pathogenic signature genes through activation of STAT3,^31^, ^32^ transcription factors other than STAT3 are also implicated for induction of pathogenic T_H_17 cells because IL-6, which activates STAT3 similarly to IL-23, cannot induce IL-23R gene expression.^32^ Therefore, the identity of additional transcriptional factors and regulatory mechanisms are important issues to be defined. Moreover, how IL-23 cooperates with other inflammatory factors formed in the disease microenvironment and the importance of such cooperation for pathogenic conversion of T_H_17 cells and overall pathology remain largely obscure. Clarification of these points could provide a new opportunity to develop small-molecule drugs as therapeutic alternatives to anti–IL-23 antibodies without systemic immune suppression. Biological agents might additionally cause unpredictable adverse events^33^ and can be costly on long-term use.^34^ It should also be mentioned that JAK inhibitors that are now being evaluated for their efficacy in patients with autoimmune diseases are presumably not free from adverse effects either because of their effects on general immune suppression.^35^

Prostanoids, including prostaglandin (PG) D_2_, PGE_2_, PGF_2α_, PGI_2_, and thromboxane A_2_, are oxygenated metabolites of arachidonic acid produced by sequential actions of COX and respective synthases and act on their cognate receptors, DP for PGD_2_, EP1 to 4 for PGE_2_, IP for PGI_2_, FP for PGF_2α_, and TP for thromboxane A_2_, to exert their actions.^36^ Although prostanoids were regarded previously as immunosuppressants,^37^, ^38^ recent studies have revealed their immunostimulatory actions in processes such as cytokine production, dendritic cell maturation, macrophage activation, and differentiation and expansion of T_H_ cell subsets.^39^, ^40^, ^41^ Indeed, PGE_2_-EP2 and EP4 (EP2/EP4) signaling enhances T_H_1 differentiation by inducing expression of the IL-12R subunit *Il12rb2* and the IFN-γ receptor *Ifngr1*, thus facilitating IL-12 signaling and T_H_1 differentiation.^42^, ^43^ Notably, this PGE_2_-EP2/EP4 signaling was also reported to synergize with IL-23 to facilitate T_H_17 cell expansion both in murine and human T cells.^43^, ^44^, ^45^ However, whether and how PGE_2_-EP2/EP4 signaling is involved in induction of pathogenic T_H_17 cells remain unknown.

In this study we have examined how PGE_2_-EP2/EP4 signaling and IL-23 stimulation together regulate the generation of pathogenic T_H_17 cells. Through this analysis, we have identified the transcription mechanisms in addition to STAT3 that regulate *Il23r* expression and T_H_17 pathogenicity. We have further clarified the importance of PGE_2_ signaling in T_H_17-mediated immune inflammation *in vivo* and found a correlation between PGE_2_-EP2/EP4 signaling and IL-23–IL-23R signaling in biopsy samples from patients with psoriasis.

## Methods

### Mice

All animal experiments were approved by the Institutional Animal Care and Use Committee of Kyoto University Graduate School of Medicine and complied with the National Institutes of Health's “Guide for the care and use of laboratory animals”. C57BL/6NCrSlc mice were purchased from Shimizu laboratory, and Lck-Cre and B6.Cg-*Nfkb1*^*tm1Bal*^/J mice were purchased from the Jackson Laboratory (Bar Harbor, Me). Mice deficient in *Ptger2*^46^ and mice with floxed *Ptger2*^47^ were established in our laboratory. Mice with floxed *Ptger4* were a kind gift of Richard Breyer.^48^

### Psoriasis models

Mice were injected subcutaneously with IL-23 (500 ng; #130-096-677; Miltenyi Biotec, Bergisch Gladbach, Germany) once a day in one ear and with PBS in the contralateral ear as a control to induce psoriasis-like lesions in the ear in an IL-23–induced psoriasis mouse model. In an imiquimod-induced psoriasis mouse model, Baselna cream containing 10% imiquimod was applied onto the ears of mice once a day. Ear thickness was then measured with a digital micrometer (#KM-BMB1-25; Mitutoyo, Kawasaki, Japan) every other day. In some experiments an antagonist for EP4, AS1954813,^49^ suspended in 0.5% methylcellulose was administered orally twice a day, or indomethacin and SC-236 were administered in drinking water during the experimental period.

See the Methods section in this article's Online Repository at www.jacionline.org for further details.

## Results

### IL-23 mobilizes the endogenous COX2-PGE_2_-EP2/EP4 signaling that enhances induction of *Il23r* expression in T_H_17 cells

Given the previous findings^43^, ^44^, ^45^ that PGE_2_-EP2/EP4 signaling enhances IL-23–induced T_H_17 cell expansion, we questioned whether and how this signaling contributes to pathogenic T_H_17 cell generation by IL-23. To investigate this issue, we first cultured CD4^+^ T cells from mouse spleens under T_H_17-skewing conditions (IL-6 plus TGF-β1) for 4 days and then incubated with IL-23 for an additional 3 days. Consistent with our previous findings,^43^ addition of PGE_2_ to the latter culture significantly enhanced IL-23–induced expansion and *Il17a* expression of T_H_17 cells (Fig 1, *A* and *B*). Interestingly, we also noted that PGE_2_ markedly upregulated IL-23–induced expression of *Il23r*, which was mimicked by both EP2- and EP4-selective agonists (Fig 1, *C*). Because both EP2 and EP4 activate protein kinase A (PKA) and exchange factor directly activated by cyclic AMP (Epac) by increasing levels of intracellular cyclic AMP (cAMP),^36^ we examined effects of compounds acting on these signaling and found that the cAMP analogue dibutyryl cAMP (db-cAMP), forskolin (FSK), and the phosphodiesterase inhibitor 3-isobutyl-1-methylxanthine all synergized with IL-23 and significantly amplified IL-23–induced *Il23r* expression and IL-17A production in these cells (Fig 1, *D* and *E*). Furthermore, enhancement of *Il23r* expression was reproduced by a PKA agonist (N6-Bnz-cAMP, 300 μmol/L) but not an Epac activator (8-pCTP-2′-O-Me-cAMP, 300 μmol/L; Fig 1, F) and was ameliorated consistently by treatment with the PKA inhibitor H-89 (10 μmol/L; Fig 1, *G*).

**Fig 1:**
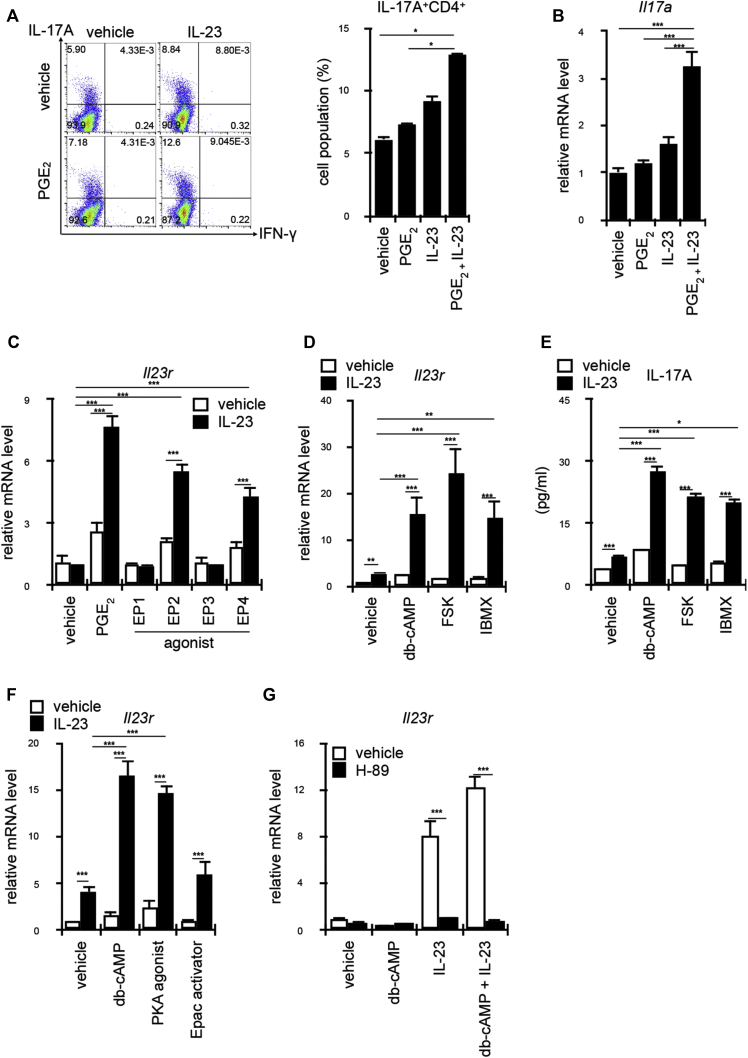
IL-23 mobilizes the endogenous PGE_2_-EP2/EP4-cAMP-PKA pathway to facilitate T_H_17 expansion through synergistic *Il23r* induction. **A** and **B,** Expansion of the T_H_17 population by PGE_2_ and IL-23. CD4^+^ T cells were differentiated with TGF-β1 and IL-6 to T_H_17 cells for 4 days and then stimulated with 100 nmol/L PGE_2_ in the absence or presence of IL-23 (10 ng/mL) for an additional 3 days. The cells were examined by using fluorescence-activated cell sorting for IL-17A and IFN-γ (Fig 1, *A*) and by using quantitative RT-PCR for *Il17a* expression (Fig 1, *B*). **C-E,** Effects of PGE_2_, 100 μM of an agonist selective to each EP subtype, and related compounds on *Il23r* expression. T_H_17 cells were incubated with 100 nmol/L PGE_2_, an agonist selective to each EP subtype, ONO-DI-004 (EP1), ONO-AE1-259 (EP2), ONO-AE-248 (EP3), or ONO-AE1-329 (EP4), 100 μmol/L db-cAMP, 10 μmol/L forskolin *(FSK)*, or 100 μmol/L 3-isobutyl-1-methylxanthine *(IBMX)* with or without IL-23. *Il23r* expression (Fig 1, *C* and *D*) or IL-17A concentrations in culture supernatants (Fig 1, *E*) were examined. **F** and **G,** Expression of *Il23r* in T_H_17 cells stimulated with 100 μmol/L db-cAMP, 300 μmol/L N6-Bnz-cAMP (a PKA agonist), 300 μmol/L 8-pCTP-2′-O-Me-cAMP (an Epac activator; Fig 1, *F*), or 10 μM H-89 (a PKA inhibitor; Fig 1, *G*) with or without IL-23. All *bars* indicate means ± SEMs (n = 3). *P < .05, **P < .01, and ***P < .001.

Notably, IL-23 stimulation significantly increased *Ptgs2* (COX2) gene expression in T_H_17 cells (Fig 2, *A*) and produced subnanomolar concentrations of PGE_2_ in culture medium (Fig 2, *B*). Moreover, incubation with a nonselective COX inhibitor (indomethacin, 100 μmol/L) or a selective COX2 inhibitor (SC-236, 100 μmol/L) but not a selective COX-1 inhibitor (SC-560, 100 μmol/L) significantly blocked induction of *Il23r* expression in response to both IL-23 alone and IL-23 and PGE_2_ in combination (Fig 2, *C*, and see Fig E1, *A*, in this article's Online Repository at www.jacionline.org). In addition, antagonists selective to EP2 (PF-04418948) or EP4 (ONO-AE3-208) also suppressed *Il23r* expression (Fig 2, *D*). Intriguingly, indomethacin and SC-236 suppressed expression of *Il23r* induced by IL-23 and PGE_2_ to the level that these inhibitors achieved in the presence of IL-23 alone, suggesting that they canceled the effect of exogenously added PGE_2_ (Fig 2, *D*, and see Fig E1, *A*). Given that PGE_2_ added to the culture medium degrades time dependently,^50^ these results suggest that exogenously added PGE_2_ induces COX2 and produces PGE_2_ endogenously and continuously, as we reported previously,^51^ which makes more contribution to *Il23r* induction, and that indomethacin and COX2 inhibitor block this process. Indeed, the addition of stable EP2 and EP4 agonists overcame the *Il23r* suppression by indomethacin (see Fig E1, *B*). Therefore, these data together suggest that IL-23 stimulates T_H_17 cells to produce PGE_2_, which acts back to EP2 and EP4 on these cells to augment *Il23r* expression in a positive feedback manner.

**Fig 2:**
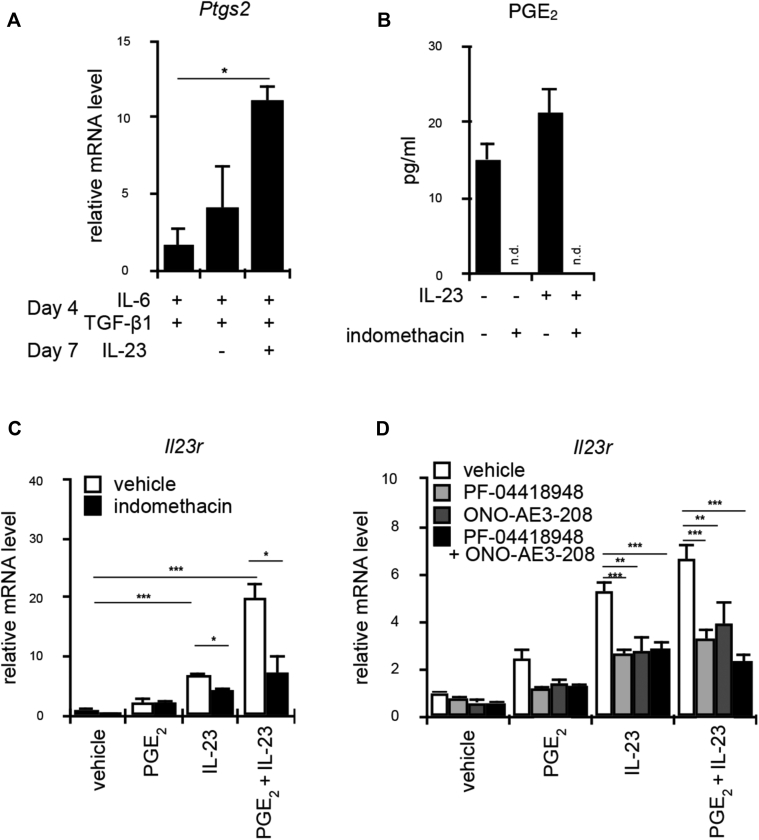
IL-23 self-amplifies its own signaling through a T cell–intrinsic positive feedback COX2–PGE_2_–cAMP–IL-23R loop. **A,** Expression of COX2 mRNA *(Ptgs2)* in T_H_17 cells or T_H_17 cells cultured further in the presence or absence of IL-23 for 3 days, as determined by using quantitative RT-PCR. **B,** Concentrations of PGE_2_ in culture supernatants of T_H_17 cells in the presence or absence of IL-23 and indomethacin determined by means of ELISA. *n.d.*, Not detected. **C,***Il23r* expression in T_H_17 cells stimulated with PGE_2_ and IL-23 in the presence or absence of 100 μM indomethacin for 3 days. **D,***Il23r* expression in T_H_17 cells stimulated with PGE_2_ and IL-23 in the presence or absence of EP2 (PF-04418948, 300 μM) and/or EP4 (ONO-AE3-208, 100 μM) antagonists for 3 days. All *bars* indicate means ± SEMs (n = 3). *P < .05, **P < .01, and ***P < .001.

### Induction of *Il23r* expression by IL-23 and PGE_2_-cAMP signaling is mediated through not only STAT3 but also cAMP-responsive element binding protein 1 and nuclear factor κ light chain enhancer of activated B cells

We then investigated transcription factors responsible for induction of *Il23r* expression in T_H_17 cells by IL-23 and PGE_2_-EP2/EP4 signaling. Because IL-23 activates STAT3 to induce *Il23r* expression,^52^ we first examined the effect of a STAT3 inhibitor. Addition of STAT3 inhibitor VII suppressed *Il23r* expression not only by IL-23 but also by db-cAMP and their combination (Fig 3, *A*), indicating that db-cAMP action was also mediated by STAT3. Consistently, Y705 phosphorylation of STAT3 was increased by db-cAMP at 5 and 30 minutes (see Fig E2, *A*, in this article's Online Repository at www.jacionline.org), which was ameliorated not only by addition of STAT3 inhibitor VII but also by H-89 (Fig 3, *B*), indicating the involvement of PKA in db-cAMP–mediated Y705 phosphorylation of STAT3. Intriguingly, Y1007/1008 phosphorylation of JAK2, a kinase responsible for STAT3 Y705 phosphorylation in T_H_17 cells, was enhanced by db-cAMP, and this enhancement was suppressed by Src kinase inhibitor I (see Fig E2, *B*), indicating cAMP-PKA activates STAT3 through the c-Src–JAK2 pathway.

**Fig 3:**
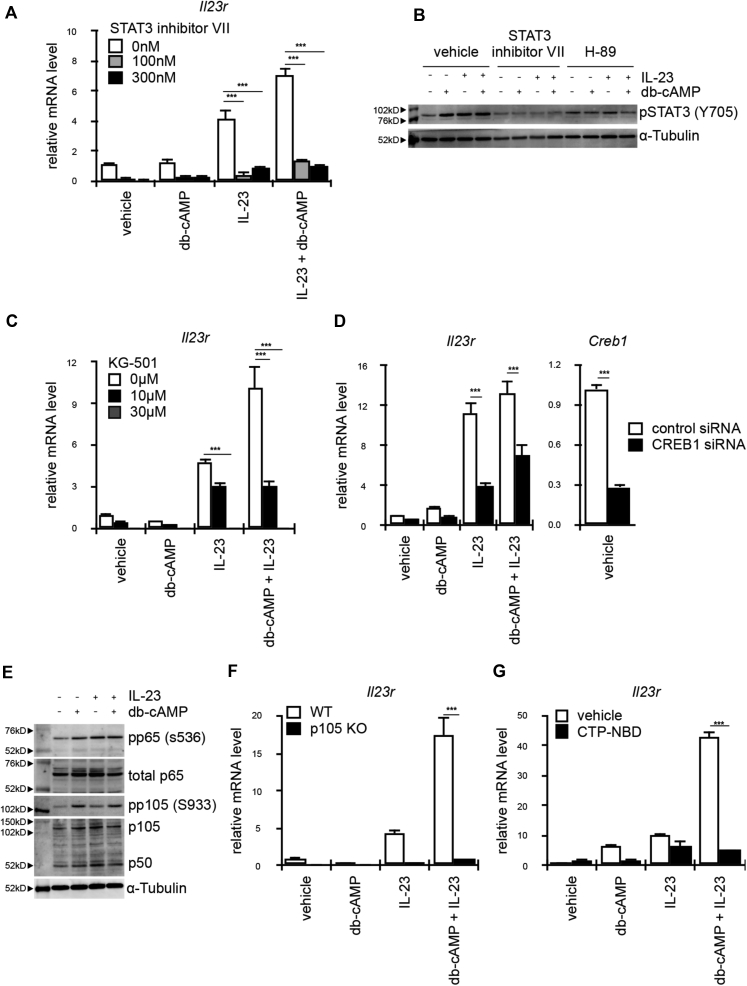
STAT3, CREB1, and NF-κB mediate cAMP- and IL-23–induced *Il23r* expression in T_H_17 cells. **A,** Effect of STAT3 inhibitor VII on *Il23r* expression in T_H_17 cells stimulated with db-cAMP, IL-23, or both for 3 days. **B,** Western blot analysis of phospho-Y705 STAT3 and α-tubulin as a loading control in T_H_17 cells cultured as described in the Methods section in this article's Online Repository. Representative images from 2 independent experiments are shown. **C,** Effect of KG-501 on *Il23r* expression in T_H_17 cells stimulated by using db-cAMP, IL-23, or both. **D,** Effects of RNA interference for CREB1 on *Il23r* expression *(left)* and *Creb1* expression to confirm CREB knockdown efficiency *(right)*. RNA interference, subsequent culture, and stimulation of T_H_17 cells were performed, as described in the Methods section in this article's Online Repository. **E,** Western blot analysis of phospho-S536 NF-κB p65 (pp65), phospho-S933 NF-κB p105 (pp105), p65, p105/p50, and α-tubulin in T_H_17 cells stimulated as described in the Methods section in this article's Online Repository. Representative images from 2 independent experiments are shown. **F** and **G,** Effects of p105 KO (Fig 3, *F*) or 50 μM CTP-NBD (Fig 3, *G*) on *Il23r* expression in T_H_17 cells stimulated with db-cAMP, IL-23, or both for 3 days. All *bars* indicate means ± SEMs (n = 3 for Fig 3, *A*, *C*, *F*, and *G*; n = 18 in Fig 3, *B*). ***P < .001.

Although the above findings demonstrated that IL-23 and PGE_2_-cAMP signaling converge at STAT3 activation, it is well known that other STAT3 activators, such as IL-6 and IL-21, cannot substitute for IL-23 in expansion of the T_H_17 population,^32^ indicating that STAT3 is not the sole transcription factor regulating expression of *Il23r*.

Because PKA activates cAMP-responsive element binding protein (CREB) 1,^36^ we investigated the involvement of CREB1 in *Il23r* expression. Both KG-501, a CREB1 inhibitor,^53^ and RNA interference for CREB1 suppressed *Il23r* induction in response to db-cAMP, IL-23, or both, suggesting the involvement of CREB1 in *Il23r* expression in T_H_17 cells (Fig 3, *C* and *D*). Because IL-23 signaling enhances endogenous PGE_2_ production through induction of COX2 expression in T_H_17 cells (Fig 2, *A* and *B*), suppression of *Il23r* expression by inhibition or depletion of CREB1 could be due to inhibition of this endogenous PGE_2_ signaling for *Il23r* induction.

Furthermore, we detected an increase in S536 phosphorylation of NF-κB p65 (pp65) in response to db-cAMP, IL-23, or both at 24 hours (Fig 3, *E*) and an increase in S933 phosphorylation of NF-κB p105 subunit, a precursor of p50, in response to db-cAMP alone and its combination with IL-23 in T_H_17 cells (Fig 3, *E*). The latter is consistent with our previous finding in dendritic cells that PGE_2_-cAMP signaling activates the p50 subunit^54^ and a report that phosphorylation of p105 S933 is PKA dependent.^55^ Therefore we examined the involvement of NF-κB in *Il23r* induction by using *Nfkb1*-deficient mice (p105 knockout [KO]) or CTP-NBD, an NF-κB inhibitor. Interestingly, both genetic deficiency and pharmacologic inhibition of NF-κB suppressed *Il23r* induction in response to db-cAMP, IL-23, and their combination (Fig 3, *F* and *G*).

These results together suggest that PGE_2_-EP2/EP4-cAMP-PKA signaling works together with IL-23 signaling to activate STAT3, CREB1, and NF-κB for induction of *Il23r* expression in T_H_17 cells.

### Gene signature induced by PGE_2_-EP2/EP4-cAMP signaling in CD4^+^ T-cell populations primed with IL-6 and TGF-β1

Because pathogenic T_H_17 cells should express various molecules in addition to IL-23R to exert their pathogenicity, we next examined how PGE_2_-EP2/EP4-cAMP signaling contributes to expression of such pathogenic genes in T_H_17 cells. CD4^+^ T cells were cultured under the T_H_17-skewing conditions with IL-6 and TGF-β1 for 3 days and then incubated with db-cAMP alone, IL-23 alone, or both for 24 hours and subjected to microarray analysis. 

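The labels of the deposited arrays describe CD4+ T cells from mouse spleen. Vehicle, db-cAMP (dibutyryl-cAMP, a cell-permeable analogue of cAMP), IL-23, or db-cAMP + IL-23 was present for 24 hours, with 3 arrays per group and 12 arrays in all. The labels give 3 days of skewing before the stimulation, whereas the supplementary methods give 4, and no dose for these cultures was found in the paper or its supplement. Total RNA was labelled with Cy3, and each sample was hybridized to its own Agilent mouse array of 62976 spots, of which 3671 are controls. The other spots carry 55681 probes, 399 of them at 10 spots each, and the spots of a probe were averaged. The authors deposited Agilent Feature Extraction output, in which each spot's intensity is corrected for background within its array and not normalized between arrays. For all comparisons the processed intensities were put on the log2 scale, and each array's 75th percentile was subtracted, so that a normalized signal of 0 lies at that percentile. Between 114 and 352 spots per array were left out because the software marked them as outliers, and no spot was saturated. A probe was tested where the software called it well above background on all 3 arrays of at least 1 group, which held for 35730 probes. The 4 groups were compared by limma's test in 1 model of all arrays, and a probe was called when its p adjusted by the Benjamini-Hochberg method was under 0.05 and its change at least 2-fold. Where a probe was not well above background on any array of a group, that group has only an upper bound. The fold is then given as at least the other group's mean over a bound made, on each array, from the higher of the lowest signal of any probe well above background and the probe's own signal. Between 56.6% and 57.2% of spots on the vehicle arrays were well above background, 63.3% to 65.2% with db-cAMP, 58.0% to 65.5% with IL-23, and 65.4% to 73.1% with db-cAMP + IL-23. The arrays numbered 1 and 2 of every group lay on slide 1 and those numbered 3 on slide 2, so that each slide holds every group. The number of arrays limits the precision of every value.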

The numbers of genes upregulated/downregulated greater than 2-fold by each stimulation were examined by using Venn diagrams (Fig 4, *A*), and the genes expressed in each cluster (see Tables E1 to E8 in this article's Online Repository at www.jacionline.org) were subjected to heat map analysis (see Fig E3, *A*, in this article's Online Repository at www.jacionline.org) and gene ontology analysis (see Fig E3, *B*, and Tables E9-E11 in this article's Online Repository at www.jacionline.org). 

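Against vehicle, 1542 probes were called higher and 409 lower with db-cAMP, 18 higher and 1 lower with IL-23, and 2567 higher and 313 lower with db-cAMP + IL-23. With IL-23, 1223 probes had an unadjusted p under 0.05, of which 140 were at least 2-fold higher and 62 at least 2-fold lower. In the diagram of higher probes, 7 were called under all 3 stimulations (the region of cluster 1U), 10 with IL-23 and the combination (2U), 1318 with db-cAMP and the combination (3U), 1232 with the combination alone (4U), 217 with db-cAMP alone, and 1 with IL-23 alone. In the diagram of lower probes, 1 was called under all 3 stimulations (1D), 0 in the region of 2D, 248 in that of 3D, 64 in that of 4D, and 160 with db-cAMP alone. The comparisons share the vehicle arrays, so chance values of those arrays enter all of them. Across 35702 probes without a missing value, which are not independent replicates, the changes with db-cAMP and with the combination correlated at r = 0.913, and in 100 simulations of unchanged groups against the same vehicle arrays the median was 0.486 and the highest 0.915. Among these probes 1325 were called higher and 249 lower in both comparisons, and no simulation gave a shared call for this pair. The groups are interchangeable in such simulations, and for IL-23 and the combination they reached 42 shared higher and 478 shared lower calls. The 1325 lay above every such count and the 249 did not, so the shared vehicle arrays are not excluded for the lower calls. Of the alternatives tried, a normexp background correction, chosen after seeing the data, moved the counts of higher probes with db-cAMP and with the combination most, to 413 higher and 198 lower with db-cAMP and 525 higher and 169 lower with the combination. A single array also moved them: 957 probes were higher with db-cAMP without db-cAMP replicate 2, and 1596 with the combination without its replicate 1. The regions of the diagram of higher probes moved too. Without combination replicate 1, 642 probes were called with the combination alone and 488 with db-cAMP alone. Without db-cAMP replicate 2, 793 were in the region of 3U and 1555 in that of 4U.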

Expression of representative genes in each cluster is shown in the heat map (Fig 4, *B*). 

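The probe of Il17a (A_55_P2156697) had a normalized log2 signal of 1.74 ± 0.88 (SD, n = 3) with vehicle, 3.00 ± 0.10 with db-cAMP, 3.52 ± 0.32 with IL-23, and 4.93 ± 0.20 with db-cAMP + IL-23. The log2 fold change of Il17a against vehicle was 1.26 with db-cAMP (standard error 0.36, adjusted p = 0.0286 by limma's test) and 3.19 with the combination (adjusted p = 0.000234). With IL-23 it was 1.78 with an adjusted p of 0.426, which does not pass the correction. The vehicle arrays spread from 0.73 to 2.32 for this gene. Its call with db-cAMP was lost when any 1 of the 3 db-cAMP arrays was left out (largest adjusted p 0.0798). Il17f (A_51_P519301) rose from -2.53 ± 0.21 with vehicle to -1.29 ± 0.15, 0.96 ± 0.37, and 2.40 ± 0.18 under the same 3 stimulations, and its log2 fold changes were 1.24 (adjusted p = 0.00124), 3.49 (adjusted p = 3.75e-05), and 4.93 (adjusted p = 5.09e-07). Il23r (A_66_P116173) rose from -3.46 ± 0.16 with vehicle to -1.70 ± 0.14, -0.27 ± 0.11, and 1.05 ± 0.17, with log2 fold changes of 1.76, 3.19, and 4.51 (adjusted p = 2.16e-05, 3.28e-06, and 1.47e-07). Il1r1 (A_51_P271503) was not well above background on any vehicle array and was at least 2.97-fold higher with db-cAMP, at least 3.18-fold with IL-23, and at least 9.78-fold with the combination. For these 4 genes every array of a stimulated group lay above every vehicle array, and for a single gene chance gives such a separation in 1 direction or the other in 10% of groupings of 3 against 3. Of the 24 probes in Table E1, 21 could be tested. All 21 were called higher with db-cAMP and with the combination, and 7 of them also with IL-23.

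**Figure D1:**
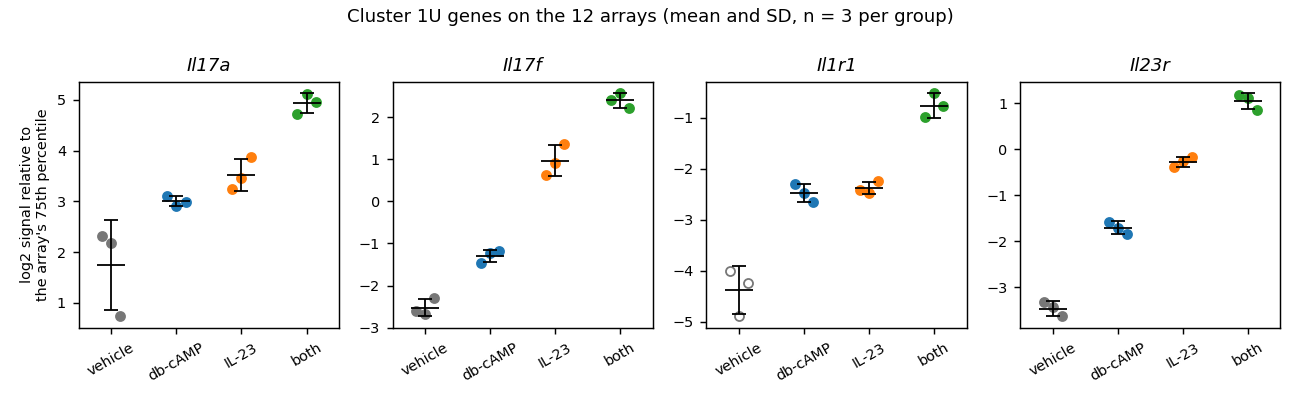
Normalized log2 signal of 4 genes of cluster 1U on the 12 arrays, by stimulation. Points are arrays, bars are the mean and SD of 3 arrays, and open points are arrays on which the probe was not well above background. For Il17a, the mean is 1.74 with vehicle and 4.93 with the combination.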

Cluster 1U included genes (eg, *Il17a*, *Il17f*, *Il1r1*, and *Il23r*) that were upregulated by db-cAMP, IL-23, or both in combination (Fig 4, *B*, left). 

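Il22 (A_55_P2199202) had a normalized log2 signal of -1.51 ± 0.68 (SD, n = 3) with vehicle, -1.92 ± 0.19 with db-cAMP, -0.26 ± 0.30 with IL-23, and -0.37 ± 0.09 with the combination. The log2 fold change of Il22 against vehicle was 1.25 with IL-23 (standard error 0.29, adjusted p = 0.734 by limma's test) and 1.14 with the combination (adjusted p = 0.0146). The vehicle arrays of Il22 spread from -1.93 to -0.72, below the lowest array with IL-23 at -0.50. Without vehicle replicate 3 its change with IL-23 was called (adjusted p = 0.0112), and without vehicle replicate 1 or 2 its change with the combination was not (largest adjusted p 0.0548). Table E2 lists 23 probes for this cluster, of which 20 could be tested. All 20 were called higher with the combination, and 10 of them also with IL-23. The gene with the largest change with IL-23, named after its values were seen, was Timp1, at a log2 fold change of 3.81 (standard error 0.13, adjusted p = 1.78e-06). Of the 20 tested probes, 10 were also called higher with the combination than with db-cAMP alone.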

Cluster 2U included genes (eg, *Il22*) with expression that was increased by IL-23 alone or its combination with db-cAMP (Fig 4, *B*, left). 

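Table E3 lists 1075 probes for this cluster, of which 1 is an external control, 400 others carry no gene symbol, and 981 could be tested. By the calls above, 957 of the 981 (97.6%) were higher with db-cAMP and with the combination and not with IL-23. The median log2 fold change of the 981 probes was 1.30 with db-cAMP, 0.04 with IL-23, and 1.43 with the combination. None of them was called between the combination and db-cAMP alone, where their median difference was 0.07. Of the probes in Table E3, 90.6% were well above background on all 3 combination arrays and 46.8% on all 3 vehicle arrays, so that the fold of many rests on a dim vehicle signal. Under quantile normalization, 592 probes of Table E3 were called in this pattern. The largest rises with db-cAMP among probes with a gene symbol were those of Cables1, at a log2 fold change of 4.42 (standard error 0.14, adjusted p = 2.91e-07 by limma's test), Ramp3 (3.74), Adh1 (3.74), and Eml1 (3.62), together with that of a Gzme probe (A_55_P1971009), which was not well above background on any vehicle array and rose at least 19.8-fold. Their changes with the combination differed little from these, at 4.10, 3.56, 3.66, and 3.49 for the 4 measured genes and at least 15.4-fold for this Gzme probe. Another probe of Gzme, well above background on all 12 arrays, rose by 3.53 with db-cAMP and 3.12 with the combination, and another of Eml1 by 1.68 and 1.54.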

Cluster 3U encompasses various genes that were upregulated by db-cAMP alone or its combination with IL-23 but not IL-23 alone. They include genes involved in cell migration and adhesion, such as *Ccr2*, *Cxcr4*, *Cx3cr1*, *Ccr6*, *S1pr1*, *Sema4f*, *Sema6c*, *Efna2*, *Sell*, *Selp*, and *Itgb3*; those involved in induction of IFN-γ, such as *Il12rb2*, *Il18r1*, and *Il18rap*; and those involved in cell activation, such as *Tlr4*, *Tgfb3*, *Rasa*, *Rasgrp2*, *Lat2*, *Txk*, and *Rora* (Fig 4, *B*, left). 

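Of the 22 genes that the paper's text places in cluster 3U (Cxcl3 included), 22 had an adjusted p under 0.05 with db-cAMP and with the combination, and none had one with IL-23, by limma's test. The list was drawn from these arrays, so the count adjusted over the list alone (22 with db-cAMP) is not independent evidence. All but Ccr6 and S1pr1, 20 of the 22, passed the 2-fold threshold in the pattern of the cluster. The largest changes with db-cAMP were those of Itgb3 (2.46), Il18r1 (2.33), Cx3cr1 (2.27), Cxcl3 (2.24), Txk (2.09), and Tgfb3 (2.00), and the smallest measured change in the pattern among these 22 was that of Lat2, at 1.01 with a vehicle signal well above background on 2 of 3 arrays. Cxcr4 rose by 1.76 (standard error 0.10, adjusted p = 8.57e-06) and Ccr2 by 1.19 (standard error 0.21, adjusted p = 0.00325). With IL-23 the measured changes lay between -0.32 (Ccr6) and 0.52 (Cxcl3), all with an adjusted p of 1. S1pr1 changed by 1.00 with db-cAMP, just under the threshold, and by 1.46 with the combination. Ccr6, which was not found in Table E3, rose by 1.30 with db-cAMP (adjusted p = 0.00105) and by 0.92 with the combination (adjusted p = 0.00581). Il18rap was not well above background on any vehicle array and on 2 of 3 IL-23 arrays, and rose at least 2.17-fold with db-cAMP. Tlr4 was not well above background on any vehicle or IL-23 array, rose at least 1.09-fold with db-cAMP, and allowed no bound against vehicle with the combination; it kept the pattern under 18 of 25 alternative settings, as did Lat2. A second probe of Sema6c, well above background on all 12 arrays, changed by 0.07 with db-cAMP (adjusted p = 0.749), against 1.72 for the dimmer probe listed in Table E3. Other probes of Il12rb2 (0.82 with db-cAMP and 0.99 with the combination) and Rasgrp2 (0.88 and 0.82) rose less than 2-fold, with adjusted p values under 0.05. A dimmer probe of Cx3cr1 rose by 1.87 with db-cAMP without passing the correction (adjusted p = 0.256). Further probes of Cx3cr1, Itgb3, and Rasa3 rose at least 2-fold with db-cAMP and with the combination, with adjusted p values under 0.05. A further probe of Il18r1 had adjusted p values under 0.05 too, but was well above background on only 3 of 12 arrays, so no fold is given.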

Cluster 4U includes genes, such as *Il1b*, *Il17rc*, *Il17re*, *Prkcq*, *Sema3c*, *Sema6a*, and *Tlr12*, which are upregulated by the combination of IL-23 and db-cAMP only (Fig 4, *B*, left). On the other hand, genes in clusters 3D and 4D were downregulated by db-cAMP and contained *Il10*, *Il2*, *Il4*, *Il5*, *Il13*, and *Il9*, which are known as suppressive factors of inflammation (Fig 4, *B*, right).

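Of the 539 probes in Table E4, 452 could be tested, and 448 of these were called with the combination and with neither stimulus alone. Leaving out single arrays gave 282 (without vehicle replicate 1) to 448 in this pattern. Quantile normalization and the normexp correction gave fewer than 282. The median log2 fold change of the 452 was 0.85 with db-cAMP, 0.05 with IL-23, and 1.14 with the combination. Of the 539 probes in Table E4, untested ones included, 451 had a fitted rise between 1.5-fold and 2-fold with db-cAMP alone. With db-cAMP alone, 336 of the tested probes had an adjusted p under 0.05 by limma's test. Between the combination and db-cAMP alone, 15 had an adjusted p under 0.05 and 11 were called, so for most of these probes a difference between the 2 conditions was not shown. Of the named genes, Il17rc changed by 1.00 with db-cAMP (adjusted p = 0.0179) and by 1.13 with the combination (adjusted p = 0.00866), Il17re by 0.59 (adjusted p = 0.0325) and 1.29 (adjusted p = 0.000665), and Tlr12 by 0.79 (adjusted p = 0.00588) and 1.01 (adjusted p = 0.00148). Sema6a changed by 0.82 with db-cAMP (adjusted p = 0.138) and by 1.38 with the combination (adjusted p = 0.0192), a call that was lost without vehicle replicate 1 and without combination replicate 1 or 3 (largest adjusted p 0.0696). Sema3c was not well above background on any vehicle or db-cAMP array and on 1 of 3 IL-23 arrays, and was at least 2.04-fold higher with the combination than with vehicle and at least 3.25-fold higher than with db-cAMP alone (adjusted p = 0.0104). The Prkcq probe of Table E4 was well above background on the combination arrays only and was at least 1.08-fold higher there than with vehicle; another probe of Prkcq, bright on all 12 arrays, changed by 0.04 with the combination (adjusted p = 0.845). Il1b was well above background on 1 of 12 arrays and could not be tested.

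**Figure D2:**
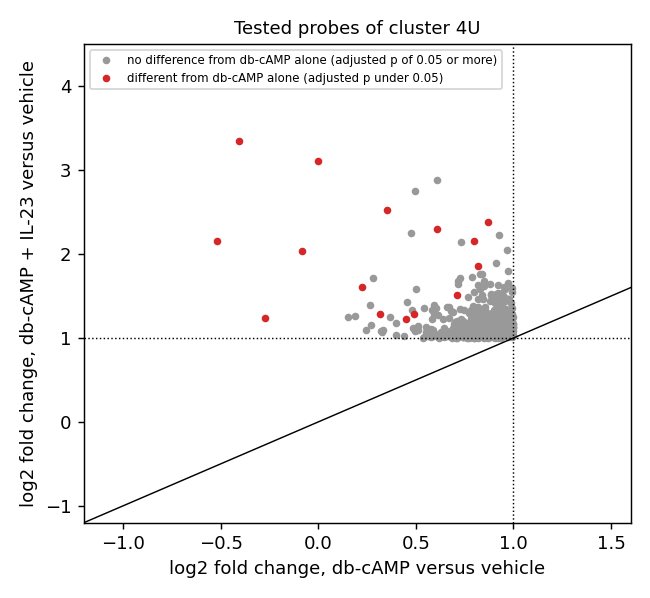
Log2 fold change with db-cAMP + IL-23 (vertical axis) against that with db-cAMP alone (horizontal axis), both relative to vehicle, for the 452 tested probes of cluster 4U. Each point is a probe; changes from a vehicle signal that was not well above background are fitted values. Dotted lines mark the 2-fold threshold, the solid line marks equal changes, and the 15 red points have an adjusted p under 0.05 between the combination and db-cAMP alone.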

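Table E7 lists 252 probes for cluster 3D and Table E8 lists 68 for cluster 4D, of which 239 and 54 could be tested. By the calls above, 238 of the 239 were lower with db-cAMP and with the combination and not with IL-23, and all 54 were called lower with the combination only. With db-cAMP alone, 51 of these 54 had an adjusted p under 0.05 by limma's test. Of the 68 probes in Table E8, untested ones included, 66 had a fitted fall between 1.5-fold and 2-fold with db-cAMP alone. None of the 54 had an adjusted p under 0.05 between the combination and db-cAMP alone, so a difference between those conditions was not shown. Il10 fell from 0.61 ± 0.14 (SD, n = 3) with vehicle to -0.88 ± 0.05 with db-cAMP, a log2 fold change of -1.49 (standard error 0.13, adjusted p = 6.17e-05 by limma's test), Il2 from 3.26 ± 0.25 to -0.30 ± 0.16 (-3.56, adjusted p = 2.17e-05), and Il4 from 5.54 ± 0.21 to 3.58 ± 0.11 (-1.96, adjusted p = 3.66e-05). Il9 was not well above background on any db-cAMP array and was at least 78.1-fold lower there than with vehicle (adjusted p = 2.11e-05). With the combination Il9 changed by -1.23 from vehicle, with an adjusted p of 0.0793 that does not pass the correction. In cluster 4D, Il5 changed by -0.85 with db-cAMP (adjusted p = 0.0243) and -1.39 with the combination (adjusted p = 0.00198), and Il13 by -0.99 (adjusted p = 0.00761) and -1.36 (adjusted p = 0.00134). With IL-23 alone, these 6 genes had adjusted p values of 1. Il19 and Il33 were not well above background on any array at the probes of Table E8 and were not tested. Another probe of Il19, well above background on 11 of 12 arrays, changed by 0.85 with db-cAMP (adjusted p = 0.344) and by 0.97 with the combination (adjusted p = 0.25). The significance of Il5 with db-cAMP was lost without vehicle replicate 1 or 2 and without db-cAMP replicate 2 or 3 (largest adjusted p 0.0952).

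**Figure D3:**
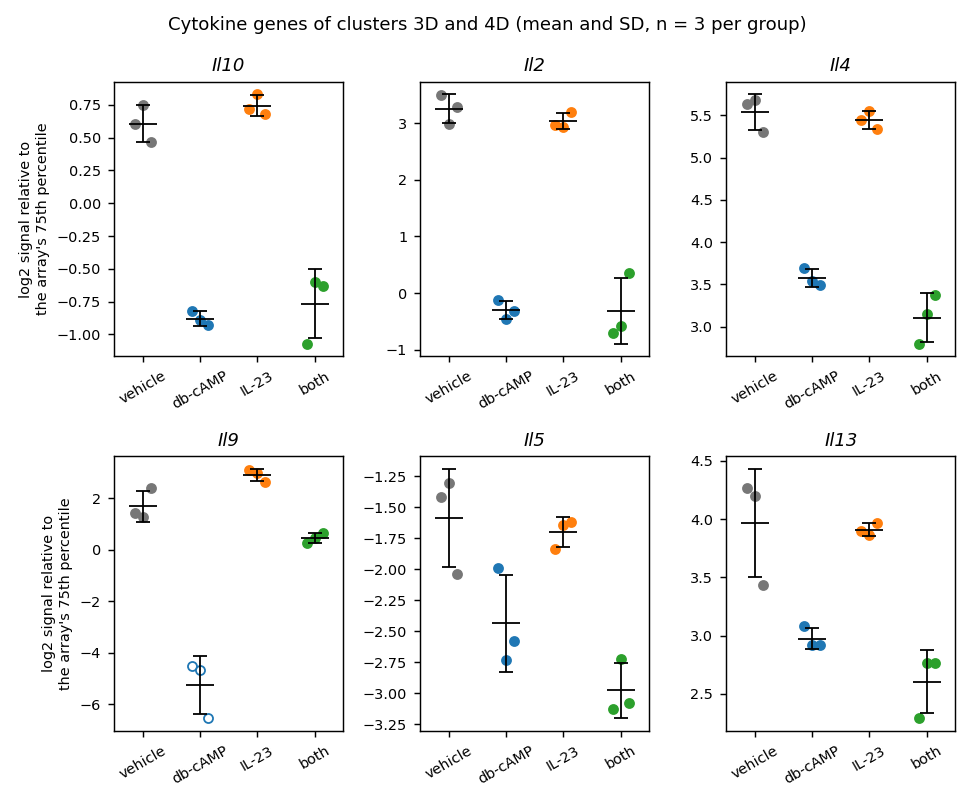
Normalized log2 signal of 6 cytokine genes of clusters 3D and 4D on the 12 arrays, by stimulation. Points are arrays, bars are the mean and SD of 3 arrays, and open points are arrays on which the probe was not well above background. For Il10, the mean is 0.61 with vehicle and -0.88 with db-cAMP.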

**Fig 4:**
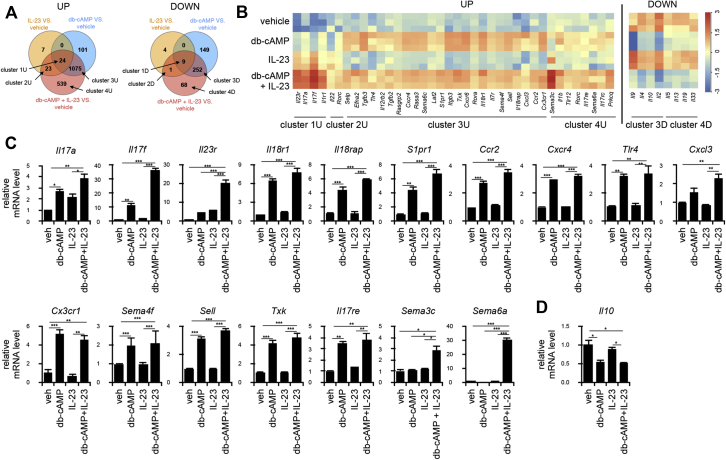
Activation of the COX2-PGE_2_-EP2/EP4-cAMP pathway confers a pathogenic T_H_17 phenotype. **A,** Microarray analysis of gene expression profiles in T_H_17 cells stimulated with db-cAMP, IL-23, or both. Venn diagram analysis of 2-fold upregulated or downregulated genes compared with the vehicle control *(Veh)* on each stimulus (*P* < .05, 1-way ANOVA; n = 3; *left* and *right*, respectively). **B,** Heat map analysis of expression of selected genes from each cluster. **C,** Quantitative RT-PCR analysis of expression of representative genes of T_H_17 signature and immune activation in response to db-cAMP, IL-23, or db-cAMP and IL-23 in combination. **D,** Quantitative RT-PCR analysis of expression of a representative inflammation suppressor gene, *Il10*, in response to db-cAMP, IL-23, or db-cAMP and IL-23 in combination. All *bars* in Fig 4, *C* and *D*, indicate means ± SEMs (n = 3). *P < .05, **P < .01, and ***P < .001.

Expression of the representative genes was then confirmed by using quantitative RT-PCR analysis. Expression of *Il17a*, *Il17f*, and *Il23r* in cluster 1U; *Il18r1*, *Il18rap*, *S1pr1*, *Ccr2*, *Cxcr4*, *Tlr4*, *Cxcl3*, *Cx3cr1*, *Sema4f*, *Sell*, and *Txk* in cluster 3U; and *Il17re*, *Sema3c*, and *Sema6a* in cluster 4U was upregulated (Fig 4, *C*), and expression of *Il10* in cluster 3D was downregulated by addition of db-cAMP compared with incubation with IL-23 alone (Fig 4, *D*). Thus, signaling through cAMP regulates expression of various genes that are not regulated by IL-23 alone and might confer pathogenic property to T_H_17 cells.

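Between the combination and IL-23 alone, 2398 probes were called higher and 314 lower. Leaving out IL-23 replicate 3 left 1433 higher, and leaving out combination replicate 1 left 1484. Between the combination and db-cAMP alone, 44 were called higher and 1 lower. The db-cAMP effect averaged over cultures with and without IL-23 was called for 2670 probes, 2341 of them higher, and the IL-23 effect averaged over cultures with and without db-cAMP for 37, all higher. A test of whether the 2 stimuli changed each other's effect on the log2 scale gave 1 probe, of Pmp22. Of a list of pathogenic T_H_17 signature genes, 20 were tested and 15 rose with db-cAMP, with a median log2 fold change of 0.49 (adjusted p = 0.000339 by limma's camera test over 11 lists and 5.67e-05 by its fry test). By limma's test, 12 of the 20 had an adjusted p under 0.05 over all probes, 10 of them higher and 2 lower. The 2 lower were Csf2 (-1.12, adjusted p = 0.00082) and Ccl3 (-0.514, adjusted p = 0.0035). When adjusted over the list alone, 13 had an adjusted p under 0.05. Of the 20, 9 are in the paper's own tables, so this result is not independent of them. Between the combination and IL-23 alone, 12 of the 20 were higher and 8 lower, with a median of 0.24 (adjusted p = 0.0344 by camera and 0.00124 by fry). Csf2 (-1.52) and Ccl3 (-0.717) were among the 8 lower. From these clusters and the quantitative RT-PCR analysis, the paper concludes that cAMP signaling regulates genes which IL-23 alone does not regulate, and proposes that it gives T_H_17 cells a pathogenic property.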

### T cell–intrinsic PGE_2_-EP2/EP4 signaling is critical in IL-23–mediated psoriatic skin inflammation *in vivo*

Accumulating evidence suggests that T_H_17 cells become pathogenic through the IL-23–IL-23R axis and play crucial roles in development of various autoimmune diseases, including psoriasis.^8^, ^56^, ^57^ However, how these T_H_17 cells acquired the pathogenicity *in vivo* and to what extent the microenvironment of diseases contributes to this process remain to be defined. In the IL-23–induced psoriasis mouse model, gene expression of enzymes involved in PGE_2_ biosynthesis, including *Ptgs2* encoding COX2, *Ptges* encoding membrane-associated PGE synthase (mPGES) 1, and *Ptges2* encoding mPGES2, were all upregulated by IL-23 administration into the skin (see Fig E4, *A*, in this article's Online Repository at www.jacionline.org), which is consistent with the clinical observation that local PGE_2_ levels are increased in blister fluids from human psoriatic skin.^58^ Therefore, we hypothesized that IL-23 possibly activates PGE_2_–EP2/EP4 signaling, which can contribute to psoriasis pathogenesis.

To test this hypothesis, we injected IL-23 into the skin of wild-type (WT) C57BL/6N mice, as well as EP2 KO mice,^46^ with or without administration with the EP4 antagonist AS1954813^49^ and assessed skin inflammation based on ear thickness and histology. EP2 deficiency or EP4 antagonism alone reduced IL-23–induced ear swelling by half and attenuated edema and cell infiltration and, when combined, led to nearly complete suppression of IL-23–dependent skin inflammation (Fig 5, *A* and *B*). Blockade of EP2, EP4, or both caused no alteration in a PBS-injected control ear (see Fig E3, *B*).

**Fig 5:**
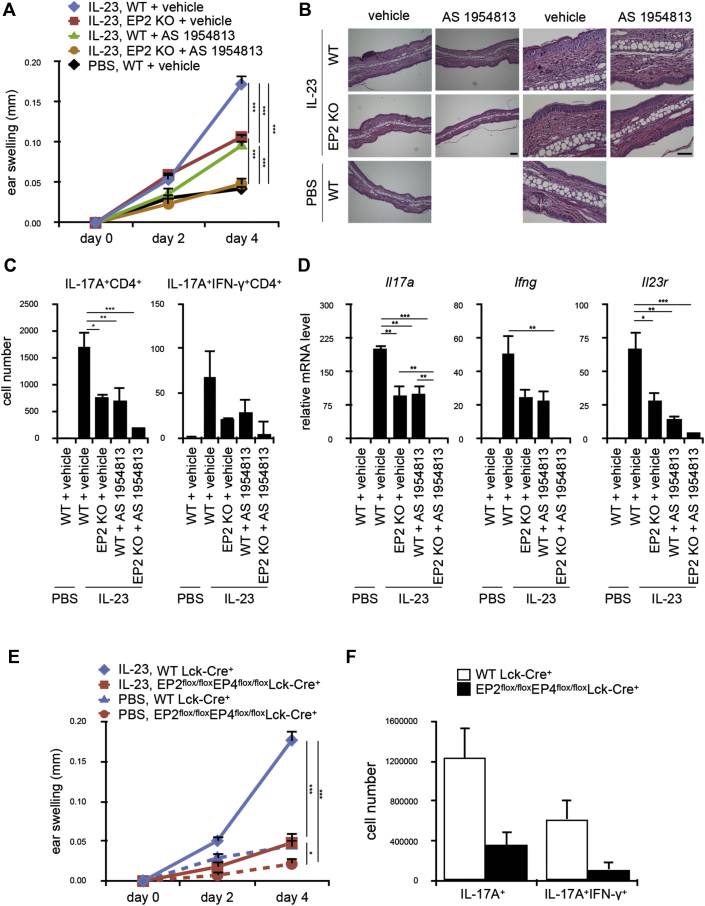
PGE_2_-EP2/EP4 signaling in T cells is required for IL-23–driven psoriatic skin inflammation. **A-D,** Ear swelling (n = 16-17; Fig 5, *A*), representative hematoxylin and eosin staining of the histologic section of the ear (n = 3-4; Fig 5, *B*), number of IL-17A^+^ and IL-17A^+^IFN-γ^+^CD4^+^ T cells of the ear (Fig 5, *C*), and gene expression of *Il17a*, *Ifng*, and *Il23r* in whole ear tissue (Fig 5, *D*) of WT or EP2 KO mice subcutaneously injected with IL-23 or PBS into the ear daily. An EP4 antagonist (AS1954813, 100 mg/kg) or vehicle was orally administered twice a day to the indicated mice. *Bars* in Fig 5, *B* = 50 μm. Representative quantification results of the cell number in each population from 4 independent fluorescence-activated cell sorting experiments are shown in Fig 5, *C* (n = 3). Gene expression was indicated as fold change compared with PBS-injected ears in Fig 5, *D* (n = 3). **E** and **F,** EP2^flox/flox^EP4^flox/flox^Lck-Cre^+^ mice and control WT Lck-Cre^+^ mice were subjected to an IL-23–induced psoriasis model, and ear swelling (n = 11 and 7, respectively; Fig 5, *E*) and numbers of IL-17A^+^ and IL-17A^+^IFN-γ^+^CD4^+^ T cells in the ear (n = 7 and 3, respectively; Fig 5, *F*) were analyzed. All *bars* indicate means ± SEMs. *P < .05, **P < .01, and ***P < .001.

To examine at which step of inflammation EP2 deficiency and EP4 antagonism exert their effects and whether it is related to generation of pathogenic T_H_17 cells, we digested ear tissues and analyzed CD4^+^ T-cell populations in the skin by using flow cytometry. Although there were few numbers of cells producing IL-17A or IFN-γ in PBS-injected control ears, significant accumulations of the IL-17A^+^ and IL-17A^+^IFN-γ^+^CD4^+^ T-cell populations were observed in the IL-23–injected ear, as observed in psoriatic dermis of patients with psoriasis.^59^ The IL-17A^+^IFN-γ^+^CD4^+^ T-cell population is a suggested population of pathogenic T_H_17 cells.^60^ This CD4^+^ T-cell population was shown to arise in an IL-23–dependent manner from adoptively transferred T cells in transfer colitis^26^ and might reflect the T_H_17 to T_H_1 reprogramming at inflammatory sites as shown for antigen-specific T_H_17 cells transferred to NOD mice.^22^ This accumulation was significantly reduced by blockade of either EP2 or EP4 alone and nearly completely suppressed by blockade of both EP2 and EP4 (Fig 5, *C*, and see Fig E4, *C-E*). Consistently, expression of *Il17a* and *Ifng* that was upregulated in the IL-23–injected ear was also reduced to negligible levels by combined EP2 and EP4 blockade (Fig 5, *D*, left and middle). Notably, EP2 and EP4 blockade also markedly inhibited enhanced expression of *Il23r* by IL-23 injection (Fig 5, *D*, right). These findings together indicate that EP2/EP4 signaling is indeed involved in generation of pathogenic T_H_17 cells and elicitation of inflammation in this model.

We then investigated whether T cell–intrinsic EP2/EP4 signaling is responsible for these IL-23–induced phenotypes. To this end, we used EP2^flox/flox^ mice^47^ and EP4^flox/flox^ mice^48^ and generated EP2^flox/flox^ EP4^flox/flox^Lck-Cre^+^ mice. EP2^flox/flox^EP4^flox/flox^Lck-Cre^+^ mice showed no significant differences in numbers of total cells, B cells, T cells, CD4 T cells, CD8 T cells, T_H_1 cells, T_H_17 cells, and regulatory T cells in the thymus, spleen, lymph node, and peripheral blood compared with control WT Lck-Cre^+^ mice (see Fig E5, *A*, in this article's Online Repository at www.jacionline.org). However, deficiency of both EP2 and EP4 selectively in T cells prevented accumulation of T_H_17 cells in the ear and almost completely attenuated IL-23–induced skin inflammation (Fig 5, *E* and *F*). Therefore these results together suggest that the T cell–intrinsic PGE_2_-EP2/EP4 signaling is critical for generation of pathogenic T_H_17 cells in a psoriasis model.

We also performed an imiquimod-induced psoriasis model,^8^ in which we applied imiquimod to the ears of WT or EP2 KO mice with or without EP4 antagonist for 6 days (see Fig E6, *A*, in this article's Online Repository at www.jacionline.org). We found that ear swelling was also reduced significantly by EP2 deficiency and EP4 antagonism and additively in combination, which was similar to the results in an IL-23–induced psoriasis model.

Given the above findings, we next examined the effects of COX inhibitors on skin inflammation in an IL-23–induced psoriasis model (see Fig E6, *B* and *C*). Treatment with indomethacin and SC-236 significantly suppressed the IL-23–induced ear swelling with concomitant suppression of IL-17A^+^ and IL-17A^+^IFN-γ^+^ cells in the skin (see Fig E6, *B* and *C*). These findings together suggest that COX inhibitors are as potent as EP2 and EP4 antagonists in suppressing skin inflammation, at least in this model.

### PGE_2_ signaling positively correlates with the IL-23/T_H_17 pathway in human psoriatic skin biopsy specimens

Finally, to extrapolate our findings in mice to human subjects, we analyzed a public microarray data set on gene expression profiles in skin biopsy specimens from patients with psoriasis and healthy control subjects,^61^ with a particular interest in correlation of PGE_2_ signaling and the IL-23/T_H_17 pathway. As expected, psoriatic lesional skin overexpressed T_H_17 signature genes (including *IL23A*, *IL12B*, *IL23R*, *IL17A*, *IL17F*, and *IL22*), *STAT3*, and *NFKB1* (encoding NF-κB p105; Fig 6, *A*). Moreover, psoriatic lesional skin overexpressed enzymes in PGE_2_ biosynthesis (eg, *PTGS2*, *PTGES*, and *PTGES2* and the EP4 receptor *PTGER4*) but underexpressed the PGE_2_ degrading enzyme 15-PGDH (encoded by *HPGD*; Fig 6, *A*). Interestingly, expression of T_H_17 signature genes correlated positively with those involved in PGE_2_ biosynthesis (eg, *PTGES* and *PTGES2*) and receptor (eg, *PTGER4*) but correlated negatively with *HPGD* (Fig 6, *B*). In addition, the clinically effective anti–IL-23 therapy^62^ downregulated gene expression of not only the IL-23/IL-17 pathway (eg, *IL23A*, *IL23R*, and *IL17A*) but also expression of genes involved in PGE synthesis like *PTGES* (Fig 6, *C* and *D*). These findings support a potential crosstalk between the PGE_2_ and IL-23/IL-17 pathways also in human psoriatic skin inflammation.

**Fig 6:**
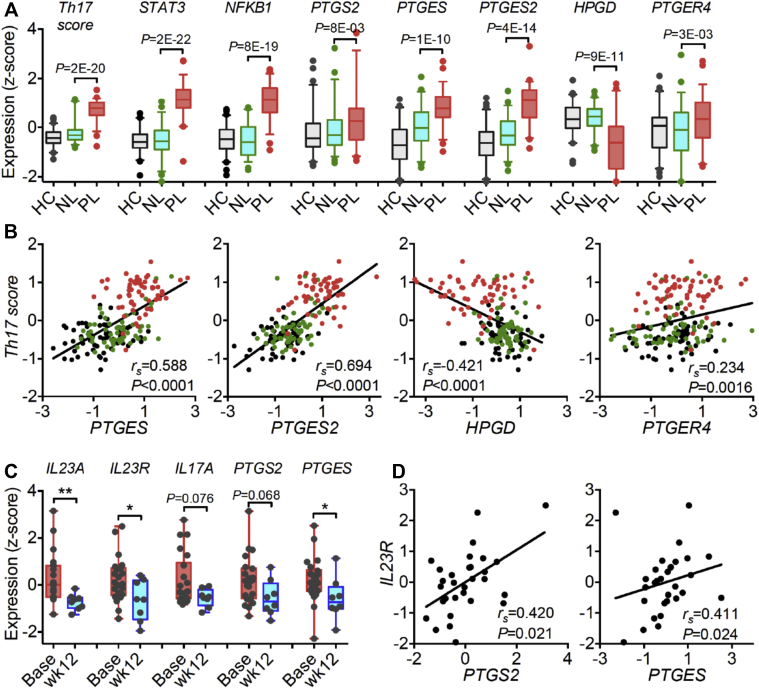
PGE_2_ signaling positively correlates with the IL-23/T_H_17 pathway in human psoriatic skin biopsy specimens. **A,** Expression profiles of genes related to PGE_2_ signaling and T_H_17 signature genes in human nonlesional *(NL)* or lesional *(PL)* skin biopsy specimens from patients with psoriasis (n = 58) and skin samples from healthy control subjects (*HC*; n = 64). The *z* score transformed values of the microarray gene expression data set GSE13355 were used. The T_H_17 score was generated based on the average expression level of *IL23A*, *IL12B*, *IL23R*, *IL17A*, *IL17F*, and *IL22* genes. **B,** Correlations of *PTGES*, *PTGES2*, *HPGD*, and *PTGER4* gene expression versus those of the T_H_17 score. *Black*, *green*, and *red dots* indicate healthy control, nonlesional, and lesional psoriatic biopsy specimens, respectively. **C,** Expression profiles of genes related to PGE_2_ synthases and T_H_17 signature genes in human lesional skin biopsy specimens from patients with moderate-to-severe psoriasis before (*Baseline*, n = 22) or 12 weeks after treatment with the IL-23–specific mAb guselkumab (n = 8). The *z* score transformed values of the microarray gene expression data set GSE51440 were used. **D,** Correlations of gene expression of *PTGS2* and *PTGES* versus that of *IL23R*. *P* values were calculated by using nonparametric Wilcoxon-Mann-Whitney tests (Fig 6, *A* and *C*) or the nonparametric Spearman correlation test (Fig 6, *B* and *D*).

## Discussion

IL-23–IL-23R signaling plays a critical role in generation of pathogenic T_H_17 cells in autoimmunity.^5^, ^6^, ^7^, ^8^, ^9^ However, there remain several issues to be solved on this action: How does this signaling get promoted. What transcriptional mechanisms other than STAT3 are involved? What, along with IL-23 signaling, makes T_H_17 cells pathogenic? Does such a mechanism operate *in vivo* and, if so, how much? How relevant are the findings obtained in mice to human subjects? Given the previously reported action of PGE_2_ on T_H_17 expansion,^43^, ^44^, ^45^ we focused here on PGE_2_ action in T_H_17 pathogenicity to address these issues.

We first found that PGE_2_ synergizes with IL-23 and enhances *Il23r* expression through EP2 and EP4, a finding consistent with findings in human T_H_17 cells.^44^ We then found that IL-23 stimulation induces PGE_2_ production in T_H_17 cells and that IL-23–induced *Il23r* expression was attenuated by treatment of cells with indomethacin or EP2/EP4 antagonists. Thus, these results suggest a previously unsuspected intrinsic amplification mechanism mediated by PGE_2_-EP2/EP4 signaling in T_H_17 cells that helps trigger the initial IL-23 response in premature T_H_17 cells.

We further analyzed the transcriptional mechanisms underlying the synergistic action of IL-23 and PGE_2_ and found that this action is mediated by not only STAT3 but also CREB1 and NF-κB. Involvement of CREB1 is analogous to that in the PGE_2_-EP2/EP4–mediated *Il12rb2* induction during T_H_1 cell differentiation^42^ and might be consistent with the findings by Hernandez et al^63^ showing that the CREB1/CRTC2 pathway regulates expression of IL-17A and IL-17F and that T_H_17 differentiation is defective in CRTC2 mutant mice. IL-23R and IL-12Rβ2 make a pair with the same molecule, IL-12Rβ1, to form IL-23R and IL-12R, respectively. It is interesting that the same pathway regulates expression of these 2 genes. We have also used T cells from p105 NF-κB1–deficient mice and CTP-NBD and unraveled the involvement of NF-κB in the IL-23/cAMP–induced *Il23r* expression in T_H_17 cells. Consistent with these findings, we previously found that PGE_2_, through EP2 or EP4, activates NF-κB1 containing NF-κB in various types of cells, including macrophages and dendritic cells, and induces expression of inflammation-related genes, including COX2, which then produces PGE_2_ and amplifies this process.^47^, ^54^, ^64^ Thus our present findings further extend the importance of this COX2–PGE_2_–EP2/EP4–NF-κB loop to generation of T_H_17 cell pathogenicity.

On the other hand, Boniface et al^44^ suggested that PGE_2_-induced enhancement of *Il23R* expression in human T_H_17 cells was mediated by the IL-1β–IL-1 receptor pathway. This is also a possibility in mice because upregulated expression of *Il1r1* and *Il1b* was detected in clusters 1U and 4U by using our microarray analysis (Fig 4, *B*, left). However, we assume that this mechanism is not critical in our experiment because addition of anti–IL-1β antibody to the medium did not reduce *Il23r* induction (see Fig E7 in this article's Online Repository at www.jacionline.org).

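Il1r1 was higher with the combination than with IL-23 alone, by a log2 fold change of 1.62 (standard error 0.22, adjusted p = 0.000615 by limma's test), and than with db-cAMP alone, by 1.72 (adjusted p = 0.0102). All 9 stimulated arrays measured it well above background. For Il1b the signal was well above background on 1 of 3 combination arrays and on 0 of the 9 other arrays, so that no fold is given. In a fit of all 55681 probes without a filter, the difference of Il1b between the combination and vehicle had an adjusted p of 0.0102, and that between db-cAMP and vehicle one of 0.0896.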

In addition to *Il23r*, our microarray analysis has revealed that stimulation of EP2/EP4 signaling together with IL-23 facilitates expression of a variety of pathogenic T_H_17 signature genes (ie, *Il17a*, *Il17f*, *Il18r1*, and *Tgfb3*). 

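Compared with IL-23 alone, the combination raised Il17a by a log2 fold change of 1.41 (standard error 0.36, adjusted p = 0.0147 by limma's test), Il17f by 1.44 (standard error 0.19, adjusted p = 0.000539), Il18r1 by 1.97 (standard error 0.20, adjusted p = 0.000141), and Tgfb3 by 1.67 (standard error 0.12, adjusted p = 3.39e-05), with every combination array above every IL-23 array. For Il23r this difference was 1.32 (standard error 0.12, adjusted p = 0.000102). Compared with db-cAMP alone, the combination raised Il17f by 3.69 (adjusted p = 1.46e-05) and Il23r by 2.75 (adjusted p = 8.62e-06), and Il17a by 1.94 with an adjusted p of 0.113. For Il18r1 and Tgfb3 the difference from db-cAMP alone was -0.11 (adjusted p = 1) and -0.42 (adjusted p = 0.679). A departure from additive log2 effects of the 2 stimuli was not detected for any of these 5 genes (interactions from -0.44 to 0.20, adjusted p = 1 for each). Effects that add on the log2 scale multiply as folds, so this does not argue against a combined rise larger than the sum of the 2. A second, dimmer probe of Il18r1, well above background on 3 of 12 arrays, had a higher fitted value with db-cAMP (adjusted p = 0.0267 by limma's test), and no fold is given for it.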

Interestingly, PGE_2_-EP2/EP4 signaling also upregulated expression of various genes related to chemotaxis and migration, such as *S1pr1*, *Ccr2*, *Cxcl3*, *Cx3cr1*, *Cxcr4*, *Sema4f*, *Sell*, *Sema3c*, and *Sema6a* (Fig 4, *B*, left). These results suggest that PGE_2_-EP2/EP4 signaling can contribute to migration, infiltration, and accumulation of T_H_17 cells into the inflammatory lesion. On the other hand, the addition of db-cAMP downregulated expression of *Il10*, *Il2*, *Il4*, and *Il9*, which are known as suppressive factors for T_H_17 cells. 

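Relative to IL-23 alone, the log2 fold change with the combination was 1.33 for S1pr1, 1.47 for Ccr2, 1.49 for Cxcl3, 2.30 for Cx3cr1, 1.49 for Cxcr4, 1.41 for Sema4f, and 1.93 for Sema6a, with adjusted p values from 4.89e-06 (Cx3cr1) to 0.0227 (Cxcl3) by limma's test. Sema3c, measured well above background on 1 of 3 IL-23 arrays, differed by 2.33 (standard error 0.39, adjusted p = 0.0021). For each of these 8 genes all 3 combination arrays lay above all 3 IL-23 arrays. Between the combination and db-cAMP alone, only Sema3c among the 8 was called.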

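Relative to IL-23 alone, the combination lowered Il10 by a log2 fold change of -1.51 (standard error 0.13, adjusted p = 6.92e-05 by limma's test), Il2 by -3.34 (standard error 0.25, adjusted p = 3.61e-05), Il4 by -2.34 (standard error 0.16, adjusted p = 2.03e-05), and Il9 by -2.45 (standard error 0.49, adjusted p = 0.00463). All 3 combination arrays lay below all 3 IL-23 arrays for each gene. Il9 was at least 33.3-fold higher with the combination than with db-cAMP alone (adjusted p = 0.000695), whereas Il10, Il2, and Il4 differed there by 0.11, -0.01, and -0.48 (smallest adjusted p 0.797).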

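Ifng had a normalized log2 signal of 5.03 ± 0.16 (SD, n = 3) with vehicle, 4.57 ± 0.19 with db-cAMP, 4.81 ± 0.02 with IL-23, and 4.12 ± 0.25 with the combination. The log2 fold change of Ifng against vehicle was -0.46 with db-cAMP (adjusted p = 0.0419 by limma's test), -0.22 with IL-23 (adjusted p = 1), and -0.91 with the combination (adjusted p = 0.00143). The change of Ifng with db-cAMP kept its significance under 9 of 23 alternative settings. Tbx21, which encodes T-bet, had signals of 4.22 ± 0.41, 4.47 ± 0.09, 4.34 ± 0.09, and 4.22 ± 0.13 in the same order, and no comparison with vehicle passed the correction (smallest adjusted p 0.353). Both genes were well above background on all 12 arrays.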

Although some of these results, such as IL-17A, are consistent with the previous findings in human T_H_17 cells,^44^ our study did not detect induction of IFN-γ and T-bet in cultured T_H_17 cells, which might reflect the stages of T_H_17 cells examined in each study.^20^, ^24^, ^65^ It should also be noted that our analysis was carried out on the whole CD4^+^ T-cell population pretreated with IL-6 and TGF-β1 and stimulated with each stimulus, in which IL-17A^+^ cells comprised about 10% of cells. Therefore single-cell RNA sequencing analysis is desired to establish gene expression signatures specific to T_H_17 cells matured with each stimulus.

Nonetheless, the most important point in our study was that the EP2/EP4 signaling in T_H_17 cells identified here is critical in eliciting their pathogenicity *in vivo* in immune inflammation. We tested this issue in an IL-23–induced mouse psoriasis model. Intriguingly, not only the systemic inhibition of EP2/EP4 signaling with the EP4 antagonist in EP2 KO mice but also selective loss of EP2 and EP4 in T cells almost completely suppressed inflammation induced by IL-23. This was accompanied by suppression of accumulation of IL-17A^+^ and IL-17A^+^IFN-γ^+^ T cells and suppression of expression of *Il17a*, *Ifng*, and *Il23r* genes in the lesion. These results suggest that PGE_2_-EP2/EP4 signaling functions is critical to generation of pathogenic T_H_17 cells induced by IL-23 *in situ*. Of those T_H_17 cells, antigen-specific T_H_17 cells were shown to be involved specifically in the pathogenesis of mouse models of autoimmune inflammation, including experimental autoimmune encephalomyelitis,^66^ type 1 diabetes,^22^ and psoriasis.^67^ Quite recently, it was also reported that mPGES1 is involved in generation of antigen-specific T_H_17 cells by regulating PGE_2_ production in a T-cell autocrine and paracrine manner.^68^ Our present findings combined with these findings suggest that PGE_2_ plays an important role in psoriasis through regulation of antigen-specific pathogenic T_H_17 cells.

The present study also showed that EP2 deficiency and EP4 antagonism significantly suppressed psoriatic inflammation in an imiquimod model. Notably, however, the combined EP2 deficiency and EP4 antagonism did not completely suppress ear swelling in this model, possibly because there is the IL-17–independent component in skin inflammation in this model.^8^

In this study we also tested the effect of COX inhibitors in an IL-23–induced psoriasis model and found that COX inhibitors are as potent as EP2 and EP4 antagonists in suppressing psoriasis-like skin inflammation in this model. The question is whether COX inhibitors are beneficial in T_H_17-driven human autoimmune diseases. COX inhibitors, particularly celecoxib, are used for treatment of the early stage of rheumatoid arthritis and in patients with mild psoriatic arthritis.^69^ In these cases COX inhibitors produce good symptomatic relief. Although this effect is ascribed to their analgesic and general anti-inflammatory actions, our study suggests that it might be derived at least in part from their suppressive action on T_H_17-mediated pathology, a possibility that should be tested in the future.

On the other hand, COX inhibitors have less appreciable therapeutic benefits in patients with established psoriasis and advanced rheumatoid arthritis in human patients. There are several plausible reasons. A PG-mediated process might be critical in triggering pathogenic T_H_17 cell generation but not so in advanced stage of diseases that might be regulated dominantly by established T_H_17 cells. Another reason might be the fact that PGs cause immune inflammation not by acting alone but by working with cytokines and boosting and modifying their actions. Therefore, COX inhibitors might exert therapeutic benefits more effectively when combined with anticytokine drugs and lessen the dose of the latter. Finally, COX inhibitors might divert arachidonate metabolism to leukotriene. Recent studies suggest that leukotrienes facilitate maturation and migration of T_H_17 cells.^70^, ^71^ Further studies need to be conducted to unravel these issues.

Another topic to be discussed on use of PGE_2_ in patients with psoriasis is its facilitative action in UV irradiation therapy, which at a glance contradicts our present findings on the facilitative action of PGE_2_ on T_H_17 pathogenicity. UVB irradiation is an effective therapeutic treatment of psoriasis by inducing immunosuppression.^72^ We previously showed that UVB induces PGE_2_ in the epidermis and PGE_2_-EP4 signaling mediates systemic immunosuppression through upregulation of receptor activator of NF-κB ligand in keratinocytes and inducing regulatory T cells.^73^ Thus the PGE_2_-EP4 signaling in this case facilitates immunosuppression and not immune activation. One point is that UVB does not penetrate to the dermis and the events it causes are within the epidermis, whereas IL-23–induced inflammatory events occur in the dermis. Another point is a difference in context, UVB irradiation in the UV therapy and IL-23 in psoriatic inflammation. PGE_2_ alone does not induce either effect but functions directionally dependent on the context.

Finally, we examined the relevance of our findings to human disease by analyzing biopsy samples from patients with psoriasis. Psoriatic lesional skin overexpressed not only T_H_17 signature genes, including *IL23A*, *IL12B*, *IL23R*, *IL17A*, *IL17F*, *IL22*, *STAT3*, and *NFKB1*, but also those involved in PGE_2_ biosynthesis and function, such as *PTGS2*, *PTGES*, *PTGES2*, and *PTGER4*. Expression of T_H_17 signature genes shows positive correlation with *PTGES*, *PTGES2*, and *PTGER4* and negative correlation with *HPGD* and the anti–IL-23 therapy downregulated expression of not only genes in the IL-23/IL-17 pathway (eg, *IL23A*, *IL23R*, and *IL17A*) but also those in PGE_2_ synthesis, suggesting that these 2 are functionally linked. These findings together with the finding by Kofler et al^74^ that EP2 is expressed in T_H_17 cells from patients with multiple sclerosis and that forced expression of EP2 in healthy T_H_17 cells triggers expression of pathogenic genes indicate that T cell–intrinsic EP2/EP4 signaling is critical in IL-23–driven T_H_17 cell pathogenesis also in human subjects and support a view that the combined inhibition of EP2 and EP4 is of value in therapeutic intervention of various T_H_17-mediated diseases.

**Key messages**

• IL-23 triggers T cell–intrinsic PGE_2_-EP2/EP4 signaling that is critical in T_H_17 cell–mediated immune pathogenesis.
• PGE_2_-EP2/EP4 signaling functions synergistically with IL-23 and not only amplifies *Il23r* expression but also induces a unique pathogenic gene expression signature by activating STAT3, CREB1, and NF-κB.
• This PGE_2_ signaling can be a therapeutic target of T_H_17 cell–mediated diseases because combined blockade of EP2 and EP4 suppresses IL-23–induced pathogenic T_H_17 cell generation and consequent psoriatic skin inflammation.

# Supplementary material for: T cell–intrinsic prostaglandin E2-EP2/EP4 signaling is critical in pathogenic TH17 cell–driven inflammation
**Source:** J Allergy Clin Immunol. 2019 Feb;143(2):631–43. doi: 10.1016/j.jaci.2018.05.036
**Supplement:** Online Repository text

**SUPPLEMENTARY METHODS**

**Purification of CD4^+^ T cells and differentiation into Th17 cells**

Spleen was dissected from 6-10 week-old female C57BL/6N mice and cells were dissociated and collected. CD4^+^ T cells were purified from spleen cells by magnetic activated-cell sorting (MACS) using anti-CD4 microbeads (L3T4) (#130-049-201, Miltenyi) on auto-MACS (Miltenyi). The purity of CD4^+^ T cells was ~98 % (n=3) as assessed by FACS (FACS LSR Fortessa, BD Bioscience, San Jose, CA). Purified CD4^+^ T cells were differentiated into Th17 cells by the combination of TGF-β1 (1 ng/ml, #240-B-002, R&D systems, Minneapolis, MN) and IL-6 (20 ng/ml, R&D systems) in the presence of 5 μg/ml of anti-CD3 antibody (#14-0031-86, eBioscience, San Diego, CA) and 2.5 μg/ml of anti-CD28 antibody (#14-0281-86, eBioscience, San Diego, CA) in RPMI-1640 medium containing 10 % fetal bovine serum (FBS) for 4 days. Differentiated cells were then collected, washed and again plated for experiments with TCR stimulation. Experimental condition of each experiment is shown in the **Results** or the **Figure Legends unless specified otherwise**.

**Reagents**

Agonists selective to each PGE_2_ receptor subtype, EP1, EP2, EP3 and EP4 (ONO-DI-004, ONO-AE1-259, ONO-AE-248 and ONO-AE1-329 respectively) and an EP4 antagonist, ONO-AE3-208,^E1^ were kindly provided by Ono Pharmaceutical Co., Osaka, Japan. An EP2 antagonist, PF-04418948, was synthesized according to the previous report.^E2^ An EP4 antagonist, AS1954813, was kindly provided by Astellas Pharmaceutical Co. (Tsukuba, Japan). PGE_2_, SC-560 and SC-236 were purchased from Cayman Chemical, Ann Arbor, MI. Dibutyryl cAMP (db-cAMP), forskolin, the N6-Bnz-cAMP, the 8-pCTP-2’-O-Me-cAMP, indomethacin and KG-501 were purchased from Sigma, St. Louis, MO. STAT3 inhibitor VII, Src Kinase Inhibitor-I, H-89, and CPT-NBD peptides were purchased from Calbiochem, San Diego, CA. Mouse IL-1β/IL-1F2 Antibody (AF-401-SP) was purchased from R&D systems.

**Quantitative reverse transcription polymerase chain reaction (qRT-PCR)**

RNA purification and reverse transcription were performed by the RNeasy Mini Kit (Qiagen GmbH, Hilden, Germany) and the High-capacity cDNA Reverse Transcription Kit (ABI biosystems, Grand Island, NY) according to manufacturers’ instructions. cDNA, primers and FastStart DNA MasterPLUS SYBR Green (Takara, Shiga, Japan) were then mixed in 96-well PCR plate, and quantitative PCR was performed using CFX96 Real-Time System (Biorad). The following primers were used in this study;

*Gapdh*: forward 5′-TGAACGGGAAGCTCAC-3′and reverse 5′-TCCACCACCCTGTTGC-3′

*Il17a*: forward 5′-TGTGAAGGTCAACCTCAAAGTC-3′ and reverse 5′-GAGGGATATCTATCAGGGTCTTCA-3′

*Il23r*: forward 5′-CCAAGTATATTGTGCATGTGAAGA-3′ and reverse 5′-AGCTTGAGGCAAGATATTGTTGT-3′

*Ptgs2*: forward 5′- TCGCAGGAAGGGGATGTTGT -3’ and reverse 5’- CTGAAGCCCACCCCAAACAC -3′

*Creb1*: forward 5′-CCAAACTAGCAGTGGGCAGT-3′ and reverse 5′-CCCCATCCGTACCATTGTT-3′

*Il17f*: forward 5′-GGAAGACAGCACCATGAAC-3′ and reverse 5′-TGGACAATGGGCTTGACAG-3′

*Il18r1*: forward 5′-GTTGAGATGGAGGATGAGGG-3′ and reverse 5′-GACAGAAAACACGCAGGAG-3′

*Il18rap*: forward 5′-AGCCTTTAACTCTCCCCTG-3′ and reverse 5′-ACACCACCTCTTCCTTCTTC-3′

*S1pr1*: forward 5′-CATTCTCATCTGCTGCTTCATC-3′ and reverse 5′-CCACAAACATACTCCCTTCCC-3′

*Ccr2*: forward 5′-TGAGAAGAAGAGGCACAGG-3′ and reverse 5′-CAACAAAGGCATAAATGACAGG-3′

*Cxcr4*: forward 5′-ATCTGTGACCGCCTTTACCC-3′ and reverse 5′-ATCCTTGCTTGATGACCCCC-3′

*Tlr4*: forward 5′-CTTTCACCTCTGCCTTCAC-3′ and reverse 5′-TACAATTCCACCTGCTGCC-3′

*Cxcl3*: forward 5′-GAACACCCTCAGGCTCAAGG-3′ and reverse 5′-CCACCAACCAAAGAATACACATGG-3′

*Cx3cr1*: forward 5′-ACAAAGAGAAAGGACAACGAG-3′ and reverse 5′-TGATGCGGAAGTAGCAAAAG-3′

*Sema4f*: forward 5′-AAGAAAGGCAAGAAAGAGGAC-3′ and reverse 5′-CACATCAATAACCCCGCAC-3′

*Sell*: forward 5′-TGCCAAGAGACAAACAGAAG-3′ and reverse 5′-CCAGCCAAATGAGAAATGCC-3′

*Txk*: forward 5′-CACCGAAAGACATCTCTTCC-3′ and reverse 5′-ACAACCCCAAACTGACCAC-3′

*Il17re*: forward 5′-ACAACCCCAAACTGACCAC-3′ and reverse 5′-GGGCAGCAAATCAAAGGAG-3′

*Sema3c*: forward 5′-ACAAAGACAGGAGGAAGGAG-3′ and reverse 5′- AGTGGCAATGCAGTGGTAG-3′

*Sema6a*: forward 5′-GCTCACTCTATGTTGCATTCTC-3′ and reverse 5′- ACTTTCCCTTACCCACCCAC-3′

*Il10*: forward 5′-TGGGTGAGAAGCTGAAGACC-3′ and reverse 5′-TTCATGGCCTTGTAGACACC-3′

*Ifng*: forward 5′-ATCTGGAGGAACTGGCAAAA-3’ and reverse 5’-TTCAAGACTTCAAAGAGTCTGAGGTA -3′

Expression level of each gene was normalized to that of *Gapdh* and calculated relative to the expression in vehicle-treated group.

**Measurement of IL-17 and PGE_2_ concentration in culture supernatant of Th17 cells**

IL-17 concentration in culture supernatant of differentiated Th17 cells stimulated with 100 μM db-cAMP, 10 μM FSK or 100 μM IBMX for 3 days was measured by a Mouse IL-17 Quantikine ELISA Kit (M1700, R&D systems) according to the manufacturer’s instruction.

Th17 cells were stimulated with 10 ng/ml IL-23 for 3 days in the absence or presence of 100 μM indomethacin and PGE_2_ concentration in culture supernatant was determined by a Prostaglandin E_2_ ELISA kit - monoclonal (514010, Cayman Chemical, Ann Arbor, MI) according to the manufacturer’s instruction.

**Gene expression of Th17 cells stimulated IL-23 and/or cAMP from microarray analysis**

CD4^+^ T cells were incubated in Th17-skewing condition for 4 days. Differentiated Th17 cells were then stimulated by IL-23, db-cAMP or combination for 24 h. RNA was purified with an RNeasy Mini Kit, amplified and revers transcribed by the High-capacity cDNA Reverse Transcription Kit. cDNA was fragmented and labeled by a Low Input Quick Amp Labeling Kit (Agilent, Santa Clara, CA), and then hybridized to a Gene Expression Large Volume Hybridization Kit (Agilent). 

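The labelling kit makes cRNA that carries the dye Cy3, and an array reads it in a single colour, so that each array measures 1 sample and comparisons between conditions are made between arrays. The spot intensity grows with the amount of the matching transcript in the RNA, and probes differ in how strongly they bind. A fold therefore compares the same probe between conditions, and the intensities of different probes are not comparable.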

Hybridized genes were scanned by Gene chip scanner 3000 system. 

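The deposited files are output of Agilent's Feature Extraction software, which finds the spots in a scanned picture, subtracts the local background, and marks spots as outliers, saturated, or well above background. The paper's text names no normalization, filter on dim spots, or adjustment over the probes for these arrays. Apart from the 2-fold limit, it names a one-way analysis of variance over the 4 groups, and its general statistics add a Bonferroni test between groups, which was not applied here. Applied to the same normalized values without adjustment, the methods' one-way analysis of variance with the 2-fold limit gave 1771 probes higher and 408 lower with db-cAMP, 68 higher and 16 lower with IL-23, and 2476 higher and 309 lower with the combination. After Benjamini-Hochberg adjustment of its p values these counts were 1315 and 387, 48 and 6, and 1781 and 298. An analysis of variance asks whether any group differs, so without a test between groups a probe passes for a stimulus on its fold alone once another group has made the test significant.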

Data were analyzed by GeneSpring software (Agilent Technology, Santa Clara, CA).

**Flow cytometry**

The medium was removed after each incubation, and cells were re-stimulated with 50 ng/ml phorbol 12-myristate 13-acetate (PMA) (Sigma) and 500 ng/ml ionomycin (Sigma) in the presence of GolgiPlug (BD bioscience) for 4 h, followed by fixation and permeabilization with a fixation/permeabilization solution (Cytofix/Cytoperm, BD Pharmingen). Cells were then stained with anti-mouse CD45.2 antibody (eBioscience), anti-mouse CD4 antibody(BioLegend), anti-mouse IFN-γ antibody (eBioscience) and anti-mouse IL-17A antibody (BioLegend) followed by FACS analysis on LSR Fortessa (BD Bioscience).

**Western blot analysis**

Differentiated Th17 cells were cultured with 10 ng/ml IL-23 for 3 days to induce IL-23R, rested to return STAT3 phosphorylation to the basal level, and then re-stimulated with 100 μM db-cAMP and/or 100 ng/ml IL-23 for 30 min with indicated compounds for indicated time. Total cell lysates were prepared with RIPA buffer (Sigma) containing a phosphatase inhibitor cocktail (PhosSTOP, Roche, Basel, Switzerland) and a proteinase inhibitor cocktail (Complete Protease Inhibitor Cocktail, Roche). Lysates were then subjected to SDS-PAGE (sodium dodecyl sulfate-poly-acrylamide gel electrophoresis) and separated proteins were transferred to a PVDF membrane (Millipore, Darmstadt, Germany). After blocking with an ECL Blocking Agent (GE Healthcare, Piscataway, NJ), membranes were incubated with primary antibodies, followed by incubation with secondary antibodies conjugated with horseradish peroxidase (GE). Signals were detected using an ECL Prime Western Blotting Detection Reagent (GE) on LAS-4000 (GE). Primary antibodies used were; mouse monoclonal anti-α-Tubulin antibody (clone DM1A, #T6199, Sigma), mouse monoclonal anti-GAPDH antibody (clone 6C5, #AM4300, Ambion, Austin, TX), rabbit monoclonal anti-STAT3 antibody (clone 79D7, #4904, Cell Signaling Technology, Danvers, MA), rabbit monoclonal anti-phosphorylated STAT3 antibody (Y705; #9145, Cell Signaling Technology), rabbit monoclonal anti-phosphorylated STAT3 antibody (S727; #9134, Cell Signaling Technology), rabbit monoclonal anti-JAK2 antibody (clone D2E12, #3230, Cell Signaling Technology), rabbit monoclonal anti-phosphorylated JAK2 antibody (Tyr1007/1008; #3771, Cell Signaling Technology), rabbit monoclonal anti-NF-κB p65 antibody (clone D14E12, #8242, Cell Signaling Technology), rabbit monoclonal anti-phosphorylated NF-κB p65 antibody (S536; clone 93H1, #3033, Cell Signaling Technology), rabbit monoclonal anti-p105/p50 antibody (#3035, Cell Signaling Technology), and rabbit monoclonal anti-phosphorylated p105 antibody (S933; #4086, Cell Signaling Technology).

**RNA interference**

siRNA for mouse *Creb1* (5′-UUGAACAACAACUUGGUUGCUGGGC-3′(sense) or 5′-GCCCAGCAACCAAGUUGUUGUUCAA-3′ (antisense) and scrambled control siRNA were obtained from Invitrogen (Stealth RNAi, Carlsbad, CA). Th17 cells differentiated with TGF-β1 (1 ng/ml) and IL-6 (20 ng/ml) were transfected with 500 pmol of each siRNA using an Amaxa P3 Primary Cell 4D-Nucleofector X Kit with the program DN100 on a 4D-Nucleofector (Lonza, Basel, Switzerland) in 100 μl. After transfection for 4 h, cells were washed and stimulated with or without 10 ng/ml IL-23 for 2 days , and then incubated with or without 100 μM db-cAMP for 1 day. Total RNA was prepared and then subjected to qRT-PCR analysis.

**Histology**

The ear tissues from psoriasis models were removed and fixed by 4 % Paraformaldehyde (PFA) for 48h at 4°C. Each ear tissues were embedded in paraffin, sectioned at 5 μm thickness, and then stained with hematoxylin-Eosin.

**Analysis of gene expression of human skin biopsies and mouse IL-23-treated ear from microarray datasets**

Microarray gene expression data of human skin biopsies were retrieved from Gene Expression Omnibus datasets (GSE51440 and GSE13355).^52,53^ Patients information and skin samples have been described previously.^52,53^ In brief, two biopsies were taken from each patient - one from lesional skin of each patient (involved sample) and the other from non-lesional skin (uninvolved sample), taken at least 10 cm away from any active plaque. One biopsy was obtained from each healthy control.^52^ Microarray gene expression data of IL-23-treated ear from mice was retrieved from GSE13335.^53^ Gene expression levels were transformed to z-score values. *P* values were calculated by nonparametric Wilcoxon-Mann-Whitney test, and correlations between expression levels of two genes were calculated by nonparametric Spearman correlation test.

**Statistical Analysis**

Data are shown in mean ± SEM. Statistical comparisons among more than two groups were conducted using One-way ANOVA with Bonferoni test. Statistical comparisons between two groups were conducted using Mann-Whitney test. P values of 0.05 or less were considered significant.

**REFERENCES**

E1. Sugimoto Y, Narumiya S. Prostaglandin E receptors. J Biol Chem 2007;282:11613-11617. <https://doi.org/10.1074/jbc.R600038200>

E2. af Forselles KJ, Root J, Clarke T, Davey D, Aughton K, Dack K, et al. In vitro and in vivo characterization of PF-04418948, a novel, potent and selective prostaglandin EP(2) receptor antagonist. Br J Pharmacol 2011;164:1847-1856. <https://doi.org/10.1111/j.1476-5381.2011.01495.x>

# Supplementary material for: T cell–intrinsic prostaglandin E2-EP2/EP4 signaling is critical in pathogenic TH17 cell–driven inflammation
**Source:** J Allergy Clin Immunol. 2019 Feb;143(2):631–43. doi: 10.1016/j.jaci.2018.05.036
**Supplement:** Legends for Figures E1-E7 and Tables E1-E11

**SUPPLEMENTARY FIGURES LEGENDS**

Figure E1. **Effects of COX inhibitors on *Il23r* expression.** (A) Expression of *Il23r* in differentiated Th17 cells treated with IL-23 (10 ng/ml) and/or PGE_2_ (100 nM) in the absence or presence of a COX-1 inhibitor, SC-560 (100 μM) or a COX-2 inhibitor, SC-236 (100 μM) or both for 3 days. (B) Th17 cells were cultured with vehicle, IL-23 (10 ng/ml) and PGE_2_ (100 nM) or IL-23 (10 ng/ml), EP2 agonist (100 nM) and EP4 agonist (100 nM) in the absence or presence of indomethacin (100 μM) for 3 days, and then harvested to analyze for *Il23r* expression by qRT-PCR.

Figure E2. **db-cAMP activates JAK2 and STAT3 in Th17 cells.** (A) Time-course of STAT3 Y705 phosphorylation by vehicle, db-cAMP, IL-23 or db-cAMP and IL-23 in Th17 cells. Th17 cells were treated with IL-23 (10 ng/ml) for 3 days to induce IL-23R expression. The cells were then stimulated with either 100 μM db-cAMP or 100 ng/ml IL-23 or in combination for indicated times. Phosphorylation of STAT3 at Y705 residues and S727 residues under each condition was examined at indicated times by Western blot analysis using total cell lysates and antibodies to each phosphorylation site of STAT3, total STAT3 and α-Tubulin. Representative images are shown (n=2). (B) Involvement of Src family kinase in cAMP-induced JAK2 Y1007/Y1008 phosphorylation. Th17 cells were stimulated with 100 μM db-cAMP for 10 min in the presence of a Src inhibitor, Src Kinase Inhibitor I (10 μM), and subjected to Western blot analysis. Data was from a single experiment.

Figure E3. **Heat-map and gene ontology analysis of genes in each cluster.** (A) Gene expression profiles in Th17 cells stimulated with db-cAMP and/or IL-23 followed by microarray analysis. Heat-map analysis of expression of genes 2-folds up- or down-regulated upon each stimulus compared to the vehicle control (One-way ANOVA p<0.05, n=3). 

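The members of the clusters are listed in Tables E1 to E8. Of the listed probes, 9 of 24 in Table E1, 400 of 1075 in Table E3, and 255 of 539 in Table E4 carry no gene symbol there. In the deposited files, 8701 of the tested probes are named by a chromosome interval in place of a gene, and 849 of these were called higher with the combination.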

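Gene ontology analysis asks whether genes of a cluster share an annotation term more often than genes drawn from a background, and Tables E9 to E11 list such terms for clusters 1U, 2U, and 3U. Table E9 holds 15 terms that rest on 9 genes, all 9 tested and 7 of them called in the pattern of cluster 1U. In Table E10, 2 terms rest on 8 genes, of which 7 were tested and 6 were called in the pattern of cluster 2U. The 10 terms of Table E11 rest on 202 genes, of which 195 were tested and 193 were called in the pattern of cluster 3U. The background that GeneSpring used is not stated, and the enrichment was not recomputed. The 15 terms of Table E9 share 9 genes, so their p values are not independent.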

(B) Gene ontology analysis of each clusters by GeneSpring.

Figure E4. **Involvement of PGE_2_ signaling in psoriasis-like model.** (A) Gene expression of PGE_2_ synthases in ear skin from naïve WT mice or psoriasis-like skin lesions from mice administrated with IL-23 by intradermal injection in the dorsum (n=5 each). Gene expression was retrieved from a public dataset GSE13335. (B and C) Genetic loss of *Ptger2* (EP2 KO) or pharmacological EP4 antagonism alone does not cause alteration in the ear. Psoriasis-like model in WT and EP2 KO mice were established as described in Figure 5A. Ear swelling was measured every 2 days (B) (n=14, 10, 8, and 10 in vehicle-treated mice, EP2 KO mice, AS1954813-treated WT mice, AS1954813-treated EP2 KO mice, respectively) and ear skins were subjected to FACS analysis on day 4 (C). (D and E) Suppression of IL-17A^+^ and IL-17A^+^IFN-γ^+^ CD4^+^ T cell accumulation by EP2 KO and EP4 antagonist. WT and EP2 KO mice were administered either vehicle or AS1954813, and subcutaneously injected IL-23. CD4^+^ T cells were purified from the ear of each group on day 4 and examined by FACS for IL-17A and IFN-γ. Representative data from 4 independent experiments are shown. All bars indicate mean ± SEM. *, p<0.05, **, p<0.01, ***, p<0.001.

Figure E5. **FACS analysis of cell populations of EP2^fl/fl^EP4^fl/fl^Lck-Cre^+^ mice or WT Lck-Cre^+^ mice.** (A) Cell population of EP2^fl/fl^EP4^fl/fl^Lck-Cre^+^ mice and control WT Lck-Cre^+^ mice. The numbers of B cell, T cell, CD4 T cell, CD8 T cell, Th1 cell, Th17 cell and Treg cell isolated from thymus, spleen, lymph node, and peripheral blood were analyzed by FACS. (n=3-4)

Figure E6. **Involvement of PGE_2_ signaling in IMQ-induced psoriasis-like model and the effect of COX inhibitors on IL-23-induced psoriasis model.** (A) Control WT mice and *Ptger2*-deficient (EP2 KO) mice were subjected to imiquimod (IMQ)-induced psoriasis model and administered either vehicle or AS1954813, 100 mg/kg, as described in Figure 5A. Ear swelling was measured every 2 days (A) (n=14, 10, 8, and 10 in vehicle-treated mice, EP2 KO mice, AS1954813-treated WT mice, AS1954813-treated EP2 KO mice, respectively). (B-D) Female WT mice were subjected to IL23-induced psoriasis model and administered either vehicle, SC-236 (10mg/kg) or indomethacin (4 mg/kg). Ear swelling was measured every 2 days (B) (n=4, respectively) and mice were sacrificed and subjected to FACS analysis at day 4 (C and D).

Figure E7. **IL-1β-IL1 receptor signaling was not involved in *Il23r* expression by Th17 cells.** Expression of *Il23r* gene in differentiated Th17 cells stimulated with db-cAMP, IL-23 or db-cAMP and IL-23 in combination in the absence or presence of various concentrations of neutralization antibody for IL-1β for 3 days was analyzed by qRT-PCR (n=3). All bars indicate mean ± SEM.

Table E 1. **List of genes in Cluster 1U.**

Table E 2. **List of genes in Cluster 2U.**

Table E 3. **List of genes in Cluster 3U.**

Table E 4. **List of genes in Cluster 4U.**

Table E 5. **List of genes in Cluster 1D.**

Table E 6. **List of genes in Cluster 2D.**

Table E 7. **List of genes in Cluster 3D.**

Table E 8. **List of genes in Cluster 4D.**

Table E 9. **List of gene ontology from Cluster 1U.**

Table E 10. **List of gene ontology from Cluster 2U.**

Table E 11. **List of gene ontology from Cluster 3U.**

# Supplementary material for: T cell–intrinsic prostaglandin E2-EP2/EP4 signaling is critical in pathogenic TH17 cell–driven inflammation
**Source:** J Allergy Clin Immunol. 2019 Feb;143(2):631–43. doi: 10.1016/j.jaci.2018.05.036
**Supplement:** Table E1

| ProbeName | GeneSymbol |
| --- | --- |
| A_51_P193686 | 1700012B09Rik |
| A_55_P2059010 | Rbp1 |
| A_66_P116173 | Il23r |
| A_30_P01019068 |  |
| A_55_P2424921 | 1300014J16Rik |
| A_30_P01030266 |  |
| A_30_P01021272 |  |
| A_55_P2059765 | Foxf1 |
| A_55_P2300071 | 4833412C15Rik |
| A_30_P01019394 |  |
| A_55_P2156697 | Il17a |
| A_30_P01033385 |  |
| A_30_P01020711 |  |
| A_51_P519301 | Il17f |
| A_30_P01023418 |  |
| A_52_P536494 | Mycn |
| A_55_P2139942 | Calca |
| A_51_P415306 | 4930563D23Rik |
| A_52_P374653 |  |
| A_51_P435844 | Nr2e3 |
| A_30_P01028775 |  |
| A_51_P271503 | Il1r1 |
| A_55_P1995647 | Rsph4a |
| A_52_P593465 | Arap2 |

# Supplementary material for: T cell–intrinsic prostaglandin E2-EP2/EP4 signaling is critical in pathogenic TH17 cell–driven inflammation
**Source:** J Allergy Clin Immunol. 2019 Feb;143(2):631–43. doi: 10.1016/j.jaci.2018.05.036
**Supplement:** Table E2

| ProbeName | GeneSymbol |
| --- | --- |
| A_55_P1962523 | Zic2 |
| A_52_P650387 | Ccnjl |
| A_51_P146970 | Dmrt2 |
| A_51_P167527 | Lum |
| A_51_P290387 | Sval1 |
| A_55_P2199202 | Il22 |
| A_55_P1985850 | Timp1 |
| A_55_P2089957 | Myo3a |
| A_30_P01025708 |  |
| A_55_P1986647 | Podxl2 |
| A_30_P01032975 |  |
| A_30_P01023119 |  |
| A_55_P1962400 | Il1rn |
| A_55_P1994942 | Rorc |
| A_55_P1980771 | Olfr536 |
| A_55_P2052016 | Crispld2 |
| A_55_P2055597 | Enpp2 |
| A_52_P415155 | Wnt6 |
| A_55_P2238965 | Cwh43 |
| A_30_P01029390 |  |
| A_55_P1998737 | 9130015A21Rik |
| A_51_P212754 | Tgfbi |
| A_55_P1991465 |  |

# Supplementary material for: T cell–intrinsic prostaglandin E2-EP2/EP4 signaling is critical in pathogenic TH17 cell–driven inflammation
**Source:** J Allergy Clin Immunol. 2019 Feb;143(2):631–43. doi: 10.1016/j.jaci.2018.05.036
**Supplement:** Table E5

| ProbeName | GeneSymbol |
| --- | --- |
| A_66_P121012 | Gm6602 |
| A_55_P2030354 |  |
| A_55_P2094040 |  |
| A_55_P2106043 | Bsx |
| A_30_P01030933 |  |
| A_51_P111962 | Bean1 |
| A_30_P01032018 |  |
| A_55_P2130249 | Sh3gl2 |
| A_30_P01023897 |  |

# Supplementary material for: T cell–intrinsic prostaglandin E2-EP2/EP4 signaling is critical in pathogenic TH17 cell–driven inflammation
**Source:** J Allergy Clin Immunol. 2019 Feb;143(2):631–43. doi: 10.1016/j.jaci.2018.05.036
**Supplement:** Table E6

| ProbeName | GeneSymbol |
| --- | --- |
| A_55_P2057846 | Olfr943 |

# Supplementary material for: T cell–intrinsic prostaglandin E2-EP2/EP4 signaling is critical in pathogenic TH17 cell–driven inflammation
**Source:** J Allergy Clin Immunol. 2019 Feb;143(2):631–43. doi: 10.1016/j.jaci.2018.05.036
**Supplement:** Table E9

| GO ACCESSION | GO Term | p-value | corrected p-value | -logP | gene |
| --- | --- | --- | --- | --- | --- |
| GO:0031347 | regulation of defense response | 2.87E-08 | 1.64E-04 | 3.78E+00 | Il1r1 Il17f Foxf1 Calca Il17a Il23r |
| GO:0032101 | regulation of response to external stimulus | 1.03E-07 | 1.97E-04 | 3.71E+00 | Il1r1 Il17f Foxf1 Calca Il17a Il23r |
| GO:0050727 | regulation of inflammatory response | 7.57E-08 | 1.97E-04 | 3.71E+00 | Il1r1 Il17f Foxf1 Calca Il17a |
| GO:0080134 | regulation of response to stress | 1.28E-06 | 0.00183381 | 2.74E+00 | Il1r1 Il17f Foxf1 Calca Il17a Il23r |
| GO:1900017 | positive regulation of cytokine production involved in inflammatory response | 7.20E-06 | 0.008231741 | 2.08E+00 | Il17f Il17a |
| GO:1900015 | regulation of cytokine production involved in inflammatory response | 1.54E-05 | 0.014684372 | 1.83E+00 | Il17f Il17a |
| GO:0006954 | inflammatory response | 2.83E-05 | 0.020216491 | 1.69E+00 | Il17f Calca Il17a Il23r |
| GO:0071345 | cellular response to cytokine stimulus | 2.55E-05 | 0.020216491 | 1.69E+00 | Il1r1 Foxf1 Il17a Il23r |
| GO:0031328 | positive regulation of cellular biosynthetic process | 6.72E-05 | 0.029578676 | 1.53E+00 | Nr2e3 Il17f Mycn Foxf1 Calca Il17a |
| GO:0034097 | response to cytokine | 5.94E-05 | 0.029578676 | 1.53E+00 | Il1r1 Foxf1 Il17a Il23r |
| GO:0045935 | positive regulation of nucleobase-containing compound metabolic process | 4.74E-05 | 0.029578676 | 1.53E+00 | Nr2e3 Il17f Mycn Foxf1 Calca Il17a |
| GO:0045944\|GO:0010552\|GO:0045817 | positive regulation of transcription from RNA polymerase II promoter | 6.37E-05 | 0.029578676 | 1.53E+00 | Nr2e3 Il17f Mycn Foxf1 Il17a |
| GO:0051173 | positive regulation of nitrogen compound metabolic process | 6.47E-05 | 0.029578676 | 1.53E+00 | Nr2e3 Il17f Mycn Foxf1 Calca Il17a |
| GO:0009891 | positive regulation of biosynthetic process | 7.62E-05 | 0.03114245 | 1.51E+00 | Nr2e3 Il17f Mycn Foxf1 Calca Il17a |
| GO:0033993 | response to lipid | 8.48E-05 | 0.032340873 | 1.49E+00 | Nr2e3 Rbp1 Il17a Il23r |

# Supplementary material for: T cell–intrinsic prostaglandin E2-EP2/EP4 signaling is critical in pathogenic TH17 cell–driven inflammation
**Source:** J Allergy Clin Immunol. 2019 Feb;143(2):631–43. doi: 10.1016/j.jaci.2018.05.036
**Supplement:** Table E10

| GO ACCESSION | GO Term | p-value | corrected p-value | -logP | gene |
| --- | --- | --- | --- | --- | --- |
| GO:0005615 | extracellular space | 8.63E-06 | 0.0250513 | 1.6011702 | Lum Tgfbi Wnt6 Timp1 Crispld2 |
| GO:0031012 | extracellular matrix | 8.10E-06 | 0.0250513 | 1.6011702 | Lum Tgfbi Wnt6 Il1rn Timp1 Enpp2 Il22 |

# Supplementary material for: T cell–intrinsic prostaglandin E2-EP2/EP4 signaling is critical in pathogenic TH17 cell–driven inflammation
**Source:** J Allergy Clin Immunol. 2019 Feb;143(2):631–43. doi: 10.1016/j.jaci.2018.05.036
**Supplement:** Table E11

| GO ACCESSION | GO Term | p-value | corrected p-value | -logP |  |
| --- | --- | --- | --- | --- | --- |
| GO:0044459 | plasma membrane part | 3.77E-10 | 1.73E-05 | 4.76E+00 | Cacna1s Synpo Tgfb3 Ms4a4b Cd59a Hc Il7r Selp Cd27 Ccr2 Lag3 Cd160 Sytl2 Gpnmb Gabbr1 Vmn1r24 Gpc3 Sema4f Cd24a Klrc1 Pde4b Ms4a1 Ntrk3 S1pr1 Itgb3 Slc22a22 Nt5e Cxcr4 Pla2g4f Ifnlr1 Camk2n1 Abca1 Plaur Atp6v0d2 Dcc Tdgf1 Shc4 Rasa3 Catsper3 Atp2b2 Sgcg Il12rb2 Abcb4 Grm1 Slc8a3 Shank2 Cacna1h Gria4 Ms4a4b Scn3b Klra4 Klra1 Klrc1 Ntrk3 Cx3cr1 Slc17a3 Sell Pde4d Fasl Lzts3 Slco6b1 Trpm6 Kcng1 Ntrk3 Sgip1 Vmn1r203 Tmprss11e Kcnmb4 Adra1b P2rx4 Adora2a Sipa1l1 Gabra3 Klrd1 Klri2 Smo Slc52a3 Sdcbp Wwc1 Cyth3 Klrc3 Dmd Akap7 Clstn3 Cacnb2 Catsperd Kcnma1 Igf1r Cd33 Kctd12 Atp6v0d2 Tlr4 |
| GO:0009897 | external side of plasma membrane | 2.16E-07 | 0.0024761 | 2.61E+00 | Cd59a Il7r Selp Cd27 Ccr2 Lag3 Cd24a Klrc1 Ms4a1 S1pr1 Itgb3 Cxcr4 Abca1 Il12rb2 Klra4 Klra1 Klrc1 Sell Fasl Klrd1 Klrc3 Kcnma1 Cd33 Tlr4 Itgb3 |
| GO:1902531\|GO:0010627 | regulation of intracellular signal transduction | 1.46E-06 | 0.0134296 | 1.87E+00 | Dusp10 Rapgef3 Tgfb3 Cysltr2 Phlpp1 Tnip3 Selp Cd27 Sesn3 Xdh Tgfb2 Il20ra Ecm1 Sfrp4 Prnp Hgf Il18r1 Bcl6 Fzd10 Cd24a Gcnt2 Fam110c Ntrk3 Itgb3 Sla2 Hes5 Abca1 Dcc Tdgf1 Agpat9 Rasa3 Grm1 Rasa3 Dusp7 Ntrk3 Pde4d Tnfaip3 Ntrk3 Fgfr1 C1qtnf3 Dusp5 Rora Il18r1 Adra1b P2rx4 Sipa1l1 Klf4 Sipa1l2 Wwc1 Sipa1l2 Rasgrp2 Cyth3 Cat Cmya5 Dmd Akap7 Tgfb2 Pde4d Ecm1 Igf1r Tlr4 Itgb3 |
| GO:0002376 | immune system process | 3.03E-06 | 0.0213073 | 1.67E+00 | Klf2 Hc Slc46a2 Il7r Tnip3 Ptprz1 Selp Cd27 Lat2 Ccr2 Epas1 Tgfb2 Procr Tspan2 Foxj1 Sptb Il18r1 Bcl6 Gcnt1 Gpc3 Cxcl3 Cd24a Tcf7 Pde4b Ms4a1 S1pr1 Sla2 Tlx1 Cxcr4 Ifnlr1 Txk P2ry14 Pigr Tdgf1 Slc8a3 Ctse Ptprz1 Cd300lf Cx3cr1 Pde4d Fasl Myb Samhd1 Tspan2 Gab3 Efna2 Tnfaip3 Cx3cr1 Rora Pglyrp1 Gcnt1 Ifitm1 Il18r1 Foxp1 Pde4b Tcf7 Eml1 Spib Klf4 Serpinb9 Eml1 Ifitm1 Aicda Eomes Cfh Ifnar1 Ifnar1 Pde4b Tgfb2 Pde4d Cblb Runx2 Igf1r Tlr4 |
| GO:0004896\|GO:0004907 | cytokine receptor activity | 3.25E-06 | 0.0213073 | 1.67E+00 | Il7r Ccr2 Il1r2 Il18r1 Il18rap Cxcr4 Ifnlr1 Cxcr6 Il12rb2 Cx3cr1 Cxcr6 Ifnar1 |
| GO:0009653 | anatomical structure morphogenesis | 5.97E-06 | 0.0339258 | 1.47E+00 | Cacna1s Rapgef3 Tgfb3 Klf2 Serpinb5 Il7r Ptprz1 Selp Ptprb Ccr2 Epas1 Nyap2 mod1 Tgfb2 Ecm1 Foxj1 Sfrp4 Spaca1 Matn2 Hgf Col4a2 Bcl6 Ramp1 Vcl Gcnt1 Map2 Gpc3 Sema4f Tcf7 Ablim1 Nr4a2 S1pr1 Itgb3 Tlx1 Cxcr4 Murc Dcc Tdgf1 Atp2b2 Spaca1 Sall3 Gcm1 Ptprz1 Nr2e1 Cryaa Tead1 Wwox Fasl Cap2 Efna2 Fgfr1 Tbx6 Dusp5 Rora Gcnt1 Ifitm1 Hmx2 Foxp1 Adora2a Tcf7 Ctnnd2 Tmem106b Smo Klf4 Slitrk4 Ermn Flrt3 Ifitm1 Gcm1 Sema6c Thsd7a Ntn1 Dmd Eomes Runx2 Igf1r Crispld1 |
| GO:0005891 | voltage-gated calcium channel complex | 6.66E-06 | 0.0339258 | 1.47E+00 | Cacna1s Pde4b Catsper3 Cacna1h Pde4d Cacnb2 Catsperd |
| GO:0051239 | regulation of multicellular organismal process | 8.09E-06 | 0.0371204 | 1.43E+00 | Dusp10 Rapgef3 Tgfb3 Cysltr2 Cd59a Klf2 Hc Slc46a2 Il7r Ptprz1 Selp Lama4 Cd27 Ccr2 Epas1 Aspa Lag3 Sytl2 Proc Xdh Tgfb2 Il20ra Procr Ecm1 Foxj1 Sfrp4 Prnp Hgf Col4a2 Il18r1 Tg Bcl6 Gpc3 Sema4f Cd24a Gcnt2 Pde4b Nr4a2 Ntrk3 S1pr1 Itgb3 Cxcr4 Hes5 Txk Dcc Tdgf1 Il12rb2 Grm1 Ptprz1 Scn3b Nr2e1 Mfap4 Ntrk3 Cx3cr1 Pde4d Fasl Myb Tnfaip3 Fgfr1 Sgip1 Tbx6 C1qtnf3 Rora Pglyrp1 Tnnt3 Adra1b P2rx4 Foxp1 Pde4b Adora2a Sipa1l1 Smo Klf4 Cmya5 Ntn1 Dmd Btg1 Eomes Kcnma1 Ifnar1 Cblb Runx2 Ccnd1 Tlr4 |
| GO:0048583 | regulation of response to stimulus | 1.02E-05 | 0.0389147 | 1.41E+00 | Dusp10 Rapgef3 Tgfb3 Cysltr2 Cd59a Hc Phlpp1 Il7r Tnip3 Abcb9 Selp Cd27 Lat2 Ccr2 Sesn3 Lag3 Proc Xdh Tgfb2 Il20ra Grb7 Foxj1 Sfrp4 Prnp Hgf Il18r1 Bcl6 Ramp1 Fzd10 Gpc3 Cd24a Gcnt2 Pde4b Fam110c Ntrk3 S1pr1 Itgb3 Sla2 Nt5e Cxcr4 Ifnlr1 Hes5 Abca1 Txk Ramp3 Pigr Dcc Tdgf1 Agpat9 Rasa3 Bicc1 Sall3 Grm1 Dusp7 Cx3cr1 Sell Pde4d Wwox Fasl Myb Samhd1 Tnfaip3 Fgfr1 Zfyve28 C1qtnf3 Dusp5 Padi2 Rora Pglyrp1 Tle2 Adra1b Ramp3 P2rx4 Adora2a Sipa1l1 Klf4 Sipa1l2 Wwc1 Rasgrp2 Cyth3 Cat Cmya5 Dmd Akap7 Cfh Pde4d Cblb Runx2 Ecm1 Igf1r Ccnd1 Kctd12 Tlr4 |
| GO:0098552 | side of membrane | 1.38E-05 | 0.0486405 | 1.31E+00 | Cd59a Il7r Selp Cd27 Ccr2 Lag3 Cd24a Klrc1 Ms4a1 S1pr1 Itgb3 Cxcr4 Abca1 Rasa3 Il12rb2 Klra4 Klra1 Klrc1 Sell Fasl Klrd1 Cyth3 Klrc3 Kcnma1 Cd33 Tlr4 |

How the deposited data were processed for this re-analysis (not part of the article)

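RNA from mouse CD4+ T cells, skewed toward T_H_17 cells and then kept for 24 hours with vehicle, db-cAMP, IL-23, or db-cAMP + IL-23, was measured on 12 single-colour Agilent arrays, 3 per group. The intensity values were made by the authors with Agilent Feature Extraction, which, per the file headers, subtracted the background and removed the trend across each array, and as deposited they were not normalized between arrays. The deposited series table holds the same intensities, equal to the processed signal at every spot on 12 of 12 arrays. The software's marks for outlier, saturated, and well above background spots were used as deposited. Between 114 and 352 non-control spots per array were marked as outliers and left out, and 0 were saturated.

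The intensities were put on the log2 scale, the spots of a probe were averaged, and each array's percentile 75 over its non-control probes was subtracted. Of 55681 non-control probes, 35730 were well above background on all 3 arrays of at least 1 group and were tested. Of these, 27752 were well above background on all 12 arrays, and 28 had a missing value. The analysis used R 4.3.3 with limma 3.58.1 and data.table 1.17.8. One limma model with a mean for each of the 4 groups was fitted to all arrays, with 8 residual and 2.01 prior degrees of freedom. A probe was called at an adjusted p under 0.05 (Benjamini-Hochberg over the tested probes) with a change of at least 2-fold. The comparisons were each stimulation against vehicle, the combination against each stimulus alone, the average effect of each stimulus, and their interaction. The number of arrays limits the precision. On data simulated from these arrays with 4-fold changes added, the model called 177 of 200 changed probes for db-cAMP and 359 of 400 for the combination. For the interaction it called 141 of 200. Calls among unchanged probes were 3, 6, and 6 in the same order. The noise was drawn independently for each probe and array, whereas deviations of the real arrays were correlated, so these false calls may be too few. Simulations that kept the arrays' own deviations reached 478 shared lower calls between unchanged groups.

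Probes were named through the reference table of RefSeq accessions, which matched 26582 of 28116 probes with such an accession, and through Tables E1 to E8; of 964 probes named by each, 959 had the same symbol or a listed synonym. The genes named in the text are every gene that the paper's text or Fig 4 names for the arrays, Ifng and Tbx21, the genes of the PGE2 pathway and the transcription factors the paper studies, and the 5 probes with the largest rise and the 5 with the largest fall among those called, with groups that do not overlap, in the comparisons of db-cAMP with vehicle and of the combination with IL-23. The probe in Tables E1 to E8 was used, or the brightest one where several or none are listed.

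The comparisons, the tests, the rule for named genes, and the alternatives were chosen before the data were examined, except for 2 alternatives and the tests of natural killer cells, the control probes, the bright probes, the threshold in cluster 4U, Il9, and the slide. The planned normexp background correction needs a column of mean spot signals that the files lack, so it was run with an offset of 50 on the median spot and background signals, and a setting with no shift between arrays was added. The other alternatives were quantile normalization, percentile 75 over probes well above background on all arrays, no filter, a stricter filter of well above background on all 12 arrays, only the arrays compared, the replicate number as a block, the slide as a block, the series table values, leaving out each array in turn, the mean over all probes of a gene, and the methods' one-way analysis of variance, run without the Bonferroni test between groups, without adjustment, after Benjamini-Hochberg adjustment, and without a filter.

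Gene lists for naive and quiescence genes, T cell activation, proliferation, ribosome biogenesis, granzymes and killer receptors, cAMP response, the pathogenic signature, the regulatory signature, myeloid cells, B cells, and CD8 were tested with limma's camera (correlation 0.01), adjusted over the 11 lists, with fry as the alternative. The replicate numbers were not taken as pairs: the deviations of arrays from their group means correlated by 0.00 to 0.39 between arrays numbered 1 (3 of 6 above 0.1), by -0.09 to 0.23 between those numbered 2 (3 of 6), and by 0.12 to 0.51 between those numbered 3 (6 of 6), against -0.48 to 0.47 (median -0.12, 8 of 36 above 0.1) between arrays with different numbers, and pairing would need every one to be above 0.1. Gene ontology enrichment was not recomputed, since the background list is not stated. The paper's RT-PCR, protein, and mouse experiments have no files in the deposit and were left out.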

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

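Of the tests in this part, the one for natural killer cells was chosen after the result was seen. With 3 arrays against 3 there are 10 splits, so the splits alone cannot exclude chance for a list below. On the 6 other arrays, between the combination and IL-23 alone, the 5 lists moved the same way, with median log2 fold changes of 0.83, -0.65, 0.96 (with 2 genes set at their bound), 0.80, and 0.78 in the order below and adjusted p values of 0.000568 or less by limma's camera test.

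The interaction of db-cAMP and IL-23 was called for 1 probe, of Pmp22. Its fitted effect of db-cAMP differed between cultures with and without IL-23 by 4.20 on the log2 scale (standard error 0.24, adjusted p = 0.00034 by limma's test). The fitted values include groups not well above background, so the size of this difference was not measured. The probe was not well above background on any of the 9 arrays of the other groups and was so on 3 of 3 combination arrays, where it was at least 4.15-fold higher than with db-cAMP alone and at least 3.42-fold higher than with IL-23 alone. A single array is argued against, since the fitted interaction stayed at 4.05 or above when each array was left out in turn (largest adjusted p 0.00401). The choice of probe is a candidate explanation: the gene's other probe, well above background on 12 of 12 arrays, gave an interaction of 0.074. The 9 other arrays lay between -6.89 and -6.02 and the 3 combination arrays between -2.92 and -2.69. Of 100 drawn splits, 12 gave at least as many interaction calls, the largest with 2697, which decides nothing, since splits that exchange db-cAMP labels within one IL-23 state turn the db-cAMP effect into an interaction. A response of a Pmp22 transcript that needs the 2 stimuli together stays open and was not tested further.

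The paper does not discuss naive and quiescence genes, of which 19 were tested and 15 rose with db-cAMP. Their median log2 fold change was 0.87 (adjusted p = 2.84e-07 by limma's camera test and 5.67e-05 by fry). On 3 of 3 db-cAMP arrays the median over the list lay above that of every vehicle array. Adjusted over the list alone 16 genes passed, and 7 are in the paper's tables, among them S1pr1. The trend with brightness is argued against, since 0 of 10000 random lists matched on brightness had a median as far from 0. Other splits of the arrays gave a median as far from 0 in 1 of 10, the real one, and leaving out single arrays gave medians from 0.78 to 0.91. An effect of db-cAMP on these genes, or a change in the share of cells that express them, may stand behind the rise, and the arrays do not separate the 2.

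Ribosome biogenesis genes, also outside those the paper discusses, fell with db-cAMP: 21 of 26 were lower, with a median of -0.71 (adjusted p = 9.45e-11 by camera and 2.88e-06 by fry, with 3 of 3 db-cAMP arrays below every vehicle array), 17 passing when adjusted over the list alone and 5 in the paper's tables. Random lists matched on brightness reached it in 0 of 10000, which argues against the brightness trend, and 1 of 10 splits did. Leaving out single arrays gave -0.73 to -0.69. Less biosynthesis in the cultures with db-cAMP may be the reason, which no test here separates from a change in the cells present.

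Granzyme and killer receptor genes rose with db-cAMP: 23 of 25 were higher, with a median of 1.22 (0.97 with the 5 genes that have only a bound set at it; adjusted p = 1.03e-11 by camera and 5.33e-08 by fry, 3 of 3 db-cAMP arrays above every vehicle array), 20 passing over the list alone. The paper's tables hold 14 of them without discussing them. Random lists reached the median in 0 of 10000, and 1 of 10 splits did; leaving out single arrays gave 1.07 to 1.36. More natural killer cells are argued against: their tested genes had a median of 0.54 and moved apart (Eomes 0.94, Fcer1g 0.14), and Ncr1 and Klrb1c were well above background on 0 of 12 arrays. More CD8 T cells cannot be told apart from a response of the CD4+ cells, since Cd8a and Cd8b1 rose by a median of 0.63 (0.79 and 0.47) and are too few and too dim to decide. The CD8 list, with these 2 genes, had an adjusted p of 0.0235 by camera, and 1 of 10 splits and 1434 of 10000 random lists reached its median. T cell markers rose too (Cd3d 0.63, Cd3e 0.44, Cd3g 0.62, Thy1 0.57, Cd4 0.28), apart from Cd5 (-0.39).

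The listed cAMP response genes, which the paper does not discuss as a group, rose with db-cAMP in 12 of 14, with a median of 0.98 (adjusted p = 2.84e-07 by camera and 5.72e-06 by fry, 3 of 3 db-cAMP arrays above every vehicle array), 10 passing over the list alone and 4 in the paper's tables. Random lists reached it in 0 of 10000 and splits in 1 of 10, and leaving out single arrays gave 0.85 to 1.05. The largest rises were those of Pde4b (1.86), Pde4d (1.60), and Crem (1.46). A direct action of db-cAMP may explain the rise, and no time course was available to test it.

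B cell genes, in cultures labelled as CD4+ T cells, rose with db-cAMP in 9 of 9, with a median of 0.74 (adjusted p = 0.000863 by camera and 5.72e-06 by fry, 3 of 3 db-cAMP arrays above every vehicle array), 7 passing over the list alone and 1 (Ms4a1) in the paper's tables. The brightness trend is argued against, as 24 of 10000 random lists reached the median, and 1 of 10 splits did; leaving out single arrays gave 0.69 to 0.80. More B cells in the cultures with db-cAMP could be the source. Cd79a, Cd79b, and Cd22 moved apart (0.03, 0.73, and 0.90), and the abundant transcripts had a median of 0.16 with members going each way (H2-Ab1 -0.25, Cd74 -0.05, H2-Eb1 0.54, H2-Aa 0.36). Of the 9 genes, 7 were well above background on all 12 arrays, so the cultures express them without db-cAMP too, and a few more B cells cannot be told apart from a change within the T cells.

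Ptger4, which encodes the receptor EP4 and is listed in Table E7 without being discussed there, fell with db-cAMP from 1.76 ± 0.16 (SD, n = 3) to 0.66 ± 0.08, a log2 fold change of -1.10 (standard error 0.10, adjusted p = 7.33e-05 by limma's test, lower on 3 of 3 arrays), and to 0.59 with the combination (-1.17). Under 23 alternatives the change with db-cAMP lay between -1.21 and -0.92 and kept its significance in all 23, which argues against the processing and a single array. Feedback of cAMP on a receptor upstream of it may explain the fall, and it was not tested.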

How the results depend on the processing

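The normexp correction on median signals, the setting with no shift between arrays, and the test of the slide were chosen after seeing the data. Counts below are in the order higher, then lower. The cause was not tested for any change below unless it is given. No list changed direction under any alternative. For each stimulation against vehicle and the combination against each stimulus alone, no probe called in the reported results was called in the opposite direction. This was not checked for the average effects and the interaction. Among 4578 values of named genes under the alternatives, the sign changed in 91, and none of these had an adjusted p under 0.05 in either setting.

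With the series table values, all 32 counts, cluster recoveries, and lists and all 201 named values were the same. With the replicate block, 30 of 32 were kept: db-cAMP against vehicle 1629 and 412, the combination 2625 and 318, IL-23 18 and 0, cluster 1D 0. With the slide as a block, IL-23 gave 0 lower and cluster 1D 0, and 30 of 32 were kept (db-cAMP 1745 and 415). The arrays numbered 3 lay on slide 2 in every group, and their deviations from the group means correlated by at least 0.12, so slide and number cannot be told apart.

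With normexp on median signals, db-cAMP against vehicle gave 413 and 198, IL-23 11 and 0, the combination 525 and 169, the combination against IL-23 519 and 157 and against db-cAMP 19 and 0, the interaction 2, the average db-cAMP effect 610, and the average IL-23 effect 12. Clusters 1U, 2U, 3U, 4U, 1D, 3D, and 4D kept 2, 6, 266, 59, 0, 112, and 20 probes, and the CD8 list changed to 0.29 (adjusted p = 0.0847). Its offset of 50 shrinks the changes of dim probes by construction. With no shift between arrays, db-cAMP gave 999 and 623, IL-23 0 lower, cluster 1D 0, and cluster 4D 24. The median change of all probes with db-cAMP then was -0.07 in place of 0.05.

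With quantile normalization, db-cAMP gave 885 higher, IL-23 0 lower, the combination 1320 higher and, against IL-23, 1452 higher. Clusters 3U, 4U, 1D, and 4D kept 592, 188, 0, and 26, and the regulatory list changed to -0.17 (adjusted p = 0.0573). With percentile 75 over probes well above background on all arrays, IL-23 gave 0 lower, the combination 192 lower, and the combination against IL-23 193 lower. Clusters 1D, 3D, and 4D kept 0, 153, and 18, and the CD8 list changed to 0.72 (adjusted p = 0.0607). This setting moved the median of all probes with the combination to 0.17 from 0.07.

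With no filter, IL-23 gave 0 lower, the combination 1193 lower and, against db-cAMP, 3 lower, and cluster 1D kept 0. With the stricter filter, which tests 27752 probes, db-cAMP gave 670 higher, IL-23 8, the combination 929, against IL-23 1028 and against db-cAMP 23, the interaction 0, and the average effects 1099 and 15. Clusters 1U, 2U, 3U, and 4U kept 3, 5, 470, and 256, as probes dim in one group were no longer tested, and the regulatory list changed to -0.057 (adjusted p = 0.504). With only the arrays compared, and so fewer samples, IL-23 gave 8 and 0, clusters 1U, 2U, and 1D kept 4, 4, and 0, and the CD8 list stayed at 0.63 with an adjusted p of 0.0609.

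With the methods' one-way analysis of variance, IL-23 gave 68 and 16, the combination against db-cAMP 107 and 10, and clusters 1U, 2U, and 1D kept 21, 18, and 2. After Benjamini-Hochberg adjustment these were 48 and 6, 80 and 3, and 21, 18, and 2. With no filter, IL-23 gave 100 and 134, the combination 718 lower and, against db-cAMP, 261 and 45, and clusters 1U, 2U, 1D, and 2D kept 24, 21, 9, and 1. By fry, the myeloid list, at 0.27, had an adjusted p of 0.0374.

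Leaving out each array in turn gave 957 (without db-cAMP replicate 2) to 1826 higher with db-cAMP, 0 to 4 lower with IL-23, and 1596 (without db-cAMP + IL-23 replicate 1) to 2810 higher with the combination. Against IL-23 the combination gave 1433 (without IL-23 replicate 3) to 2925 higher, against db-cAMP 1 to 3 lower, and the interaction 1 to 2. Cluster 4U kept 282 (without vehicle replicate 1) to 448, cluster 1D 0 to 1, and cluster 4D 34 (without db-cAMP + IL-23 replicate 3) to 54. The lists kept their side of the threshold in all 12.

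Of the 201 values of named genes against vehicle, between 187 (normexp on median signals) and 201 kept their side of the threshold, or 155 of 156 with the stricter filter. The share of calls that were higher with db-cAMP, 79.0%, fell to 61.6% with no shift and 64.1% with quantile normalization, where lower calls also rose from 409 to 623 and 496, to 66.3% with the stricter filter, and to 67.6% with normexp. It rose to 87.9% (2119 higher and 292 lower) with percentile 75 over probes well above background on all arrays and lay between 70.4% and 81.7% under the others. A signal near background limits what can be measured: 55681 probes were present and 35730 were tested.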

Differences from the paper's values

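The normexp correction on median signals and the setting with no shift between arrays were chosen after seeing the values. The other 23 alternatives were set before the data were examined, and those not named at a count also differ from the paper's value there.

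For cluster 1U the paper lists 24 probes and the calls here give 7; within 1.5 times the paper's count were the methods' one-way analysis of variance and the same after Benjamini-Hochberg, whereas the analysis of variance with no filter gave 42 and put all 24 listed probes in the pattern. For cluster 2U the paper lists 23 and the calls give 10; the analysis of variance in its 3 forms came within 1.5 times. For cluster 4U the paper lists 539 and the calls give 1232; quantile normalization, the stricter filter, leaving out db-cAMP + IL-23 replicate 1, and the analysis of variance after Benjamini-Hochberg came within. For cluster 1D the paper lists 9 and the calls give 1; only the unadjusted analysis of variance came within. For cluster 2D the paper lists 1 and the calls give 0; no alternative came within, and the analysis of variance with no filter, which gave 5, put the listed probe in the pattern. By limma's test 62 probes were at least 2-fold lower with IL-23 at an unadjusted p under 0.05.

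For probes higher with db-cAMP only, the paper shows about 100 in Fig 4A, read by eye, and the calls give 217; quantile normalization, the stricter filter, and the analysis of variance after Benjamini-Hochberg came within, as did no shift between arrays (87), which was chosen after seeing the values. For probes higher with IL-23 only, it shows about 7 in Fig 4A, read by eye, and the calls give 1 (Myh11, named after its values were seen); the analysis of variance came within, unadjusted and after Benjamini-Hochberg. For probes lower with IL-23 only, it shows about 4 in Fig 4A, read by eye, and the calls give 0; the analysis of variance after Benjamini-Hochberg came within.

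Of 46 genes that the paper places in a cluster, 38 were called in its pattern. The paper places Il17a in cluster 1U, and its change with IL-23 had an adjusted p of 0.426; the 3 forms of the analysis of variance put it there. The paper places Il22 in cluster 2U, and its change with IL-23 had an adjusted p of 0.734; leaving out vehicle replicate 3 and the 3 forms of the analysis of variance put it there. The paper places Ccr6 in cluster 3U, and it changed by 0.92 with the combination; percentile 75 over probes well above background on all arrays and leaving out db-cAMP + IL-23 replicate 2 or 3 put it there. The paper places S1pr1 in cluster 3U, and it changed by 1.00 with db-cAMP, just under the threshold; quantile normalization, percentile 75 over probes well above background on all arrays, leaving out vehicle replicate 3 or db-cAMP replicate 3, and normexp, chosen after seeing the values, put it there. The paper places Il9 in cluster 3D, and its change with the combination had an adjusted p of 0.0793; only the arrays compared, leaving out db-cAMP replicate 3, and the 3 forms of the analysis of variance put it there. The paper places Il1b in cluster 4U and Il19 and Il33 in cluster 4D, and none of the 3 could be tested at the probe its table lists (another probe of Il19 changed by 0.97 with the combination, adjusted p = 0.25); having no filter, with limma's test or the analysis of variance, put them there.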

Other observations

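Of the tests in this part, those of the control probes, of the bright probes, of the threshold in cluster 4U, and of Il9 were chosen after the result was seen.

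With 3 arrays against 3 there are 10 splits, so the splits alone cannot exclude chance for a count of a comparison of 2 groups. In each of these comparisons only the real split gave a count as large, and no other split called more than 1 probe in either direction, against 1542 and 409 in the real one for db-cAMP and 18 and 1 for IL-23. The average effects of db-cAMP and of IL-23 were each reached by 1 of 100 drawn splits, the real one, which excludes chance for them. The recovery of clusters 1U, 2U, 3U, 4U, 1D, 3D, and 4D was likewise reached by 1 of 100 and that of 2D, at 0, by 100 of 100, which decides nothing, since the clusters were chosen on these arrays.

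More probes were called higher than lower with the combination (89.1% of calls). Of 5 groups of probes by brightness, the dimmest held 1275 of the 2567 higher calls and the brightest 150. A signal of dim spots that differed between arrays may be part of this. The 96 ERCC control probes, at a median signal of -6.16, changed by -0.22 against vehicle and other probes as dim by -0.17, so for dim probes the question stays open. In the 2 brightest of the 5 groups, 404 probes were higher and 176 lower (69.7%), which argues against it as the whole reason there. A single array is argued against, as at least 83.5% of calls were higher when each was left out.

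For cluster 4U, a db-cAMP effect just under the 2-fold threshold is a candidate explanation: 15 of its probes had an adjusted p under 0.05 between the combination and db-cAMP alone. Signal near background stays open for part of the cluster: 84.0% of its probes were well above background on all 3 combination arrays, which decides little for probes chosen as higher there, whereas 52.6% were so on all 3 vehicle arrays and 197 probes on none of them.

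Il9 fell with db-cAMP and less so when IL-23 was present, with an interaction of 4.46 on the log2 scale from fitted values, which include a group not well above background. Il9 was at least 33.3-fold higher with the combination than with db-cAMP alone (adjusted p = 0.000695 by limma's test), and with IL-23 it changed by 1.22 from vehicle (adjusted p = 1). The interaction had an unadjusted p of 6.86e-05 by limma's test and an adjusted p of 0.613, which does not pass the correction. An exact permutation test of the IL-23 labels within each db-cAMP state gave p = 0.1, which decides nothing, since all 40 permutations that keep the grouping of the db-cAMP arrays gave an interaction as large. Il9 thus lay higher under db-cAMP when IL-23 was present, and whether the effect of IL-23 differs with and without db-cAMP stays open.

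Probes named by a chromosome interval were called higher with the combination more often than other probes (9.76% of 8701 against 6.36%). Their low brightness may explain this, since 9.63% of other probes matched on brightness were called higher. It leaves open why fewer were lower, 0.126% against 1.00% of the matched probes.

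Myeloid cells may bring genes such as Tlr4, Ccr2, and Cx3cr1. This is argued against as the whole source: Ctss, Csf1r, Fcer1g, and Cd14 had a median log2 fold change of 0.27 with db-cAMP and moved apart (0.56, -0.04, 0.14, and 0.40), and Lyz2 was well above background on 1 of 12 arrays. Itgam, the brightest of the myeloid list and named after its values were seen, went with the explanation, at 0.79 with db-cAMP (adjusted p = 0.12) and 1.04 between the combination and IL-23 (adjusted p = 0.045), whereas 2 other probes of it changed by -0.01 and 0.11 with db-cAMP. The myeloid list of 6 tested genes had an adjusted p of 0.288 by camera and 0.0374 by fry (0.291 and 0.0291 between the combination and IL-23), 3 of 10 splits reached its median, and 0 of 3 db-cAMP arrays lay above every vehicle array. Its median with db-cAMP moved from 0.0878 to 0.458 when single arrays were left out.

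For the other lists with db-cAMP, T cell activation genes had a median log2 fold change of -0.23 (20 tested, 14 lower, adjusted p = 0.00189 by camera, 3 of 3 arrays below every vehicle array), proliferation genes -0.27 (22 tested, 19 lower, adjusted p = 0.000789 by camera, 3 of 3), and regulatory signature genes -0.10 (10 tested, 6 lower, adjusted p = 0.0231 by camera, 3 of 3). Splits reached these in 2, 1, and 6 of 10 and random lists in 545, 157, and 2501 of 10000. Leaving out single arrays gave medians from -0.308 to -0.207, from -0.304 to -0.199, and from -0.177 to -0.0504 in the same order. For the pathogenic signature, 1 of 10 splits and 0 of 10000 random lists reached its median, which argues against the brightness trend.

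In the PGE2 pathway, Ptgs1, Ptgs2, and Hpgd were well above background on at most 1 of 12 arrays and were not tested. With db-cAMP the log2 fold change was 0.31 for Ptges (adjusted p = 0.0476 by limma's test, kept under 10 of 23 alternatives; another probe changed by 1.03), -0.59 for Ptges2 (adjusted p = 0.0014), -0.59 for Ptges3 (adjusted p = 0.00706), 0.25 for Ptger1 (adjusted p = 0.313), -0.28 for Ptger2 (adjusted p = 0.0756), and 0.88 for Ptger3 (adjusted p = 0.0017, vehicle well above background on 2 of 3 arrays). Stat3 (0.15), Creb1 (0.10), Nfkb1 (-0.09), and Il12rb1 (-0.33) had adjusted p values of 0.0517 or above. On 3 of 3 db-cAMP arrays Ptges and Ptger3 lay above, and Ptges2 and Ptges3 below, every vehicle array.

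Of genes shown in Fig 4B and not named in the text, Cxcr6 rose with db-cAMP by 2.27, Il7r by 1.17, and Tgfb2 by 1.01, the last kept in the pattern under 17 of 25 alternatives. Ranked by fitted values, the largest falls with db-cAMP beside that of Il9 were those of Ccn3 (at least 7.74-fold), Gpr33 (at least 6.54-fold), Edn1 (at least 12.4-fold), and Akr1c18 (-3.64). Ccn3, Gpr33, and Edn1 were not well above background on any db-cAMP array, so their bounds alone do not fix this rank. Phex was at least 3.61-fold lower with the combination than with IL-23. With IL-23 the changes shared with the combination correlated at r = 0.333 (simulated median 0.471), with 17 probes higher and 1 lower in each. Simulations of unchanged groups reached 42 and 478, so these counts alone do not exclude the shared vehicle arrays. Of the 17 higher probes, all but those of Calca and Il1rn were also called higher with the combination than with db-cAMP alone. Among them, by limma's test, were Timp1 (3.53, adjusted p = 3.83e-06) and Il23r (2.75, adjusted p = 8.62e-06). The vehicle means do not enter that comparison, which argues against the shared vehicle arrays as the source of these probes' rise. Between db-cAMP and IL-23, r was 0.298 (simulated median 0.461), with 7 and 1 shared calls and 0 in the simulations. That 0 does not exclude the shared vehicle arrays, since the simulated groups are interchangeable and another pair reached 478.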
